# Purification of high-quality RNA from a small number of fluorescence activated cell sorted zebrafish cells for RNA sequencing purposes

**DOI:** 10.1186/s12864-019-5608-2

**Published:** 2019-03-20

**Authors:** Siebe Loontiens, Lisa Depestel, Suzanne Vanhauwaert, Givani Dewyn, Charlotte Gistelinck, Karen Verboom, Wouter Van Loocke, Filip Matthijssens, Andy Willaert, Jo Vandesompele, Frank Speleman, Kaat Durinck

**Keywords:** RNA isolation, FACS sorting, Zebrafish, RNA sequencing

## Abstract

**Background:**

Transgenic zebrafish lines with the expression of a fluorescent reporter under the control of a cell-type specific promoter, enable transcriptome analysis of FACS sorted cell populations. RNA quality and yield are key determinant factors for accurate expression profiling. Limited cell number and FACS induced cellular stress make RNA isolation of sorted zebrafish cells a delicate process. We aimed to optimize a workflow to extract sufficient amounts of high-quality RNA from a limited number of FACS sorted cells from Tg*(fli1a:GFP)* zebrafish embryos, which can be used for accurate gene expression analysis.

**Results:**

We evaluated two suitable RNA isolation kits (the RNAqueous micro and the RNeasy plus micro kit) and determined that sorting cells directly into lysis buffer is a critical step for success. For low cell numbers, this ensures direct cell lysis, protects RNA from degradation and results in a higher RNA quality and yield. We showed that this works well up to 0.5× dilution of the lysis buffer with sorted cells. In our sort settings, this corresponded to 30,000 and 75,000 cells for the RNAqueous micro kit and RNeasy plus micro kit respectively. Sorting more cells dilutes the lysis buffer too much and requires the use of a collection buffer. We also demonstrated that an additional genomic DNA removal step after RNA isolation is required to completely clear the RNA from any contaminating genomic DNA. For cDNA synthesis and library preparation, we combined SmartSeq v4 full length cDNA library amplification, Nextera XT tagmentation and sample barcoding. Using this workflow, we were able to generate highly reproducible RNA sequencing results.

**Conclusions:**

The presented optimized workflow enables to generate high quality RNA and allows accurate transcriptome profiling of small populations of sorted zebrafish cells.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5608-2) contains supplementary material, which is available to authorized users.

## Background

Over the recent years, it has become clear that transcriptional control relies on the orchestrated activity of transcription factor complexes, DNA methylation, chromatin modification dynamics as well as higher-order DNA looping [1]. Genetic lesions and epigenetic alterations have a major impact on rewiring of transcriptional networks during cancer development and importantly mining these perturbed transcriptomes allows to uncover novel therapeutic targets [2–4]. Technological advances in the field of massively parallel sequencing have greatly facilitated in-depth assessment of gene expression programs, with RNA sequencing presently serving as the gold standard for detailed and unbiased molecular characterization of both in vitro and in vivo model systems.

In recent years, zebrafish (*Danio rerio*) has become increasingly important as a model organism to study vertebrate development and cancer [5], as many cellular processes and developmental programs are evolutionary conserved. Furthermore, embryonic development in zebrafish is fast, with completion of embryogenesis within 5 days and adulthood reached in 3 months. The short generation time and large progeny combined with the ease to (non-invasively) study transparent embryos present obvious advantages compared to murine in vivo models [6, 7]. While zebrafish was initially primarily used for developmental studies, it is now also emerging as a relevant model to study human diseases [8–12]. The development of fluorescent reporter zebrafish lines, where a fluorescent marker is driven by a cell type-specific promoter, makes it feasible to perform fluorescence activated cell sorting (FACS), thereby circumventing the need of zebrafish specific antibodies for staining of specific cell populations. In this manner, straightforward enrichment of the cells of interest is feasible, enabling the definition of cell-specific transcriptomes that could otherwise be masked when ‘whole embryo’ derived RNA is analysed [13–16].

Despite the above-mentioned advantages, some considerations have to be made when using these zebrafish reporter lines for RNA-sequencing purposes. First, cells undergoing the process of sorting encounter stress and show reduced viability [17]. In dying cells, RNA decay is triggered and therefore inappropriate handling of the sample adds onto this RNA degradation process. The resulting transcriptome may therefore not be representative for the in vivo gene expression levels. In addition, RNA degradation does not occur at the same pace for every transcript and is defined by different aspects of the RNA transcript sequence (such as GC content, and length of the coding DNA sequence) [18–21]. This makes it very important to optimize a workflow that minimizes RNA degradation due to FACS induced cellular stress and cell death to obtain high quality RNA for expression analysis. Also, purified RNA is frequently contaminated with genomic DNA, possibly impacting on expression analysis results. Finally, sorting a large number of cells (> 1 million) is not always feasible when working with fluorescent reporter embryos. Depending on the promotor of choice, the fluorescent marker may only be expressed in a small number of cells and thereby result in a low RNA yield. Given the importance obtaining sufficient amounts of high quality RNA for expression studies, we optimized RNA extraction from FACS sorted cells from zebrafish embryos and did an in-depth quality assessment of the extracted RNA, the latter often omitted in performed experiments. We used the Tg(*fli1a:GFP*) zebrafish line to optimize our workflow. This zebrafish line expresses GFP in 10–15% of its cells, thereby requiring only a limited number of zebrafish embryos to obtain a sufficient number of cells for our experimental set-up. In this paper, we present a detailed workflow for gene expression analysis of a small number (5000–200,000) of fluorescence-based sorted zebrafish cells by means of RNA-sequencing, with a detailed description of the critical steps from embryo dissociation to the actual sequencing procedure.

## Results

### The RNAqueous micro kit and RNeasy plus micro kit enable high quality RNA purification from low numbers of FACS sorted EGFP positive zebrafish cells

In search for an appropriate method to isolate RNA from a low number (5000–200,000) of FACS sorted zebrafish cells, two RNA isolation kits were compared. The RNAqueous Micro Total RNA Isolation Kit from Ambion and the RNeasy Plus Micro Kit from Qiagen are specifically designed for purification of total RNA from a small amount of cells (< 200,000 cells). In both cases, only longer RNA fragments (> 200 nucleotides) are purified, although the workflow can be modified to isolate small RNAs such as microRNAs, 5,8S rRNA, 5S RNA, tRNA’s,… (Additional file 1: Figure S1). Ten replicates of 20,000 sorted cells from the *Tg*(*fli1a*:*EGFP*) transgenic zebrafish line were used as input for comparative RNA-isolation between the two kits. Each set of 20,000 cells was directly sorted into the lysis buffer of the RNA isolation kit (see further).

Evaluation of RNA integrity was based on RQN score (ranging from 0 to 10) measurements by means of capillary electrophoresis using the Fragment Analyser (Advanced Analytical). RNA isolation of 20,000 sorted cells resulted in a low RNA yield (see further), making it difficult to measure the obtained RNA yield with frequently used devices such as using the Nanodrop or Qubit. Therefore, the Fragment Analyzer was also used for RNA concentration determination. Based on the RQN values, both kits enable purification of intact RNA with a mean RQN score of 9.45 (range: 8–9.7) for the RNAqueous micro kit and 9.45 (range: 8.5–9.7) for the RNeasy plus micro kit (Fig. 1a). The median yield of the samples isolated with the RNAqueous micro kit (18.5 ng, ranging from 14.5 ng to 41.11 ng) is lower (but not significant) than the RNeasy plus micro kit (28.3 ng, ranging from 20.98 ng to 30.43 ng), while the latter kit also seems more robust, with lower inter-sample variability (Fig. 1b).

**Fig. 1:**
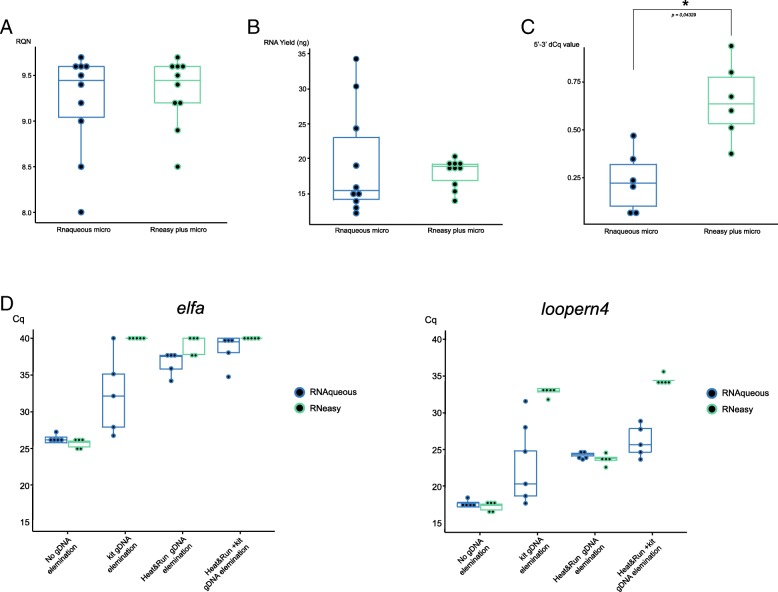
Comparative qualitative analysis of RNA purified with the Rnaqeuous and Rneasy micro kit. (**a**) Boxplots showing RQN values and (**b**) RNA yield of 10 RNA samples purified from 20,000 FACS sorted *fli1a:EGFP* zebrafish cells with the RNAqueous micro (*left*) and the RNeasy plus micro (*right*) kit. Red dots represent RQN values of individual samples. (**c**) Boxplots showing 5′-3′ delta-Cq (dCq) values calculated from a 5′ and a 3′ RT-qPCR assay of 7 RNA samples isolated from 20,000 FACS sorted *fli1a:EGFP* zebrafish cells with the RNAqueous micro (*left*) and the RNeasy plus micro (*right*) kit. Red dots represent 5′-3′ dCq values of individual samples. * *P* < 0.05 (Wilcoxon sum rank test). (**d** )Average Cq values of a qPCR assay for *elfa* and *loopern4* of 5 RNA samples (2 ng input) purified with the RNAqueous micro or the RNeasy plus micro kit. In total, four different gDNA removal strategies were evaluated: 1) no DNase treatment, 2) gDNA removal strategy of the RNA isolation kit 3) Heat & Run DNase treatment or 4) gDNA removal from the kit + heat & run DNase treatment)

Since RQN calculations are mainly based on the integrity of ribosomal RNAs, we additionally performed an RT-qPCR based approach to further assess the mRNA quality of the samples. When using oligo-dT primers to initiate reverse transcription of RNA, the cDNA synthesis reaction starts from the 3′ polyA tail and proceeds to the 5′ end of the mRNA transcript. Therefore, in case of fragmented mRNA, cDNA synthesis will be interrupted, resulting in a lower 5′/3′ relative quantity ratio (equivalent to higher 5′-3′ delta-Cq values). We designed 2 RT-qPCR assays, one targeting the 5′ end and one targeting the 3′ end of the *hprt1* reference gene [20]. We performed RT-qPCR analysis for both the 5′ and the 3′ assay on 7 samples per kit with similar RQN values and calculated the 5′ – 3′ delta-Cq values. The obtained delta-Cq values for both kits were noticeable low (< 1.16), thus indicating a high ‘molecular’ integrity of the isolated RNA. Yet, a significantly lower delta-Cq was observed for the RNAqueous micro kit (median delta-Cq = 0.62, range: 0.37–0.84) compared to the RNeasy plus micro kit (median delta-Cq = 0.89, range: 0.78–1.17) indicating that the highest level of intact RNA is obtained with the RNAqueous micro kit (Mann-Whitney test, *p*-value = 0.0023) (Fig. 1c).

These results indicate that both RNA isolation kits work well for RNA isolation of a low number of sorted cells. RNA with comparable high RQN values and yield is obtained. However, when evaluating RNA quality based on 5′-3′ delta Cq values, the RNAqueous micro kit performs slightly better, indicating less mRNA degradation.

### Additional genomic DNA removal step to further improve RNA quality for RNA-sequencing

Both tested RNA isolation methods incorporate a genomic DNA (gDNA) elimination step during extraction. The RNeasy plus micro kit works through a ‘gDNA eliminator’ spin column, while the RNAqueous micro kit provides reagents for an optional post-elution DNase step. Since gDNA contamination can lead to a bias in gene expression measurements, we tested whether the DNase treatment supplied by the RNA isolation kit was sufficient or whether an additional gDNA elimination step was required. For each kit, 5 RNA samples were isolated following standard procedure with the gDNA elimination step from the kit and for 5 RNA samples no gDNA removal step was carried out. The resulting RNA was split into two samples. Half of the volume was treated with an additional gDNA removal step (Heat & Run) while the other half was used in the next step without additional manipulations. Heat & Run (Articzymes) DNase treatment was chosen as additional gDNA removal step because it does not require an additional purification step in which RNA could be lost.

We used 2 ng of this purified RNA form 1 representative embryo as input for a qPCR reaction with primers for a classic reference gene (*elfa*) and the expressed repeat element (ERE) *loopern4*, the latter recently proposed as a robust reference repeat [22, 23] for gene expression normalization in zebrafish expression studies. Since RNA was used as input (which is not suitable as template for a DNA polymerase), the obtained Cq value is a measurement for the presence of residual gDNA. Using this strategy we could measure the difference in gDNA contamination associated with each of the tested gDNA removal strategies: (1) no DNase treatment, (2) gDNA removal strategy of the RNA isolation kit, (3) Heat & Run DNase treatment or (4) gDNA removal from the kit together with heat & run DNase treatment. We observed that RNA isolated with both kits contained a substantial amount of residual gDNA indicating that a gDNA removal step is required (Fig. 1d). Since EREs are multi-copy repeats in the genome, we expected to observe a lower Cq value compared to a regular reference gene.

For the RNeasy plus micro kit, the gDNA elimination step provided by the kit is very effective with hardly any gDNA being detected. Only when using primers targeting the *loopern4* repeat (ERE), gDNA contamination was noted, indicating that this is only a limited amount and no additional Heat&Run gDNA removal step is required. Yet, for the RNAqueous micro kit, the gDNA elimination step provided by the kit is not sufficient and an additional gDNA removal step is required. When combining the gDNA removal procedure provided by the kit together with Heat&Run DNase treatment, most but not all of the contaminating gDNA could be removed (Fig. 1d, Additional file 2 for statistics).

Just as shown in the manual of the kit, we observed a minimal RNA loss when performing an additional Heat & Run gDNA removal step (data not shown).

Taken together, since gDNA contamination could bias gene expression studies [24, 25], it is a recommended to build in and additional gDNA removal step such as Heat&Run (Articzymes) when using the RNaqueous micro kit.

### Sorting small cell populations directly into the lysis buffer of the RNA isolation kit enhances RNA integrity

FACS sorting is a stressful process that may reduce cell viability and subsequently the quality of the isolated RNA. To overcome this problem, we tested whether sorting directly into the lysis buffer could preserve RNA quality. However, a critical consequence of this approach is dilution of the lysis buffer by the FACS buffer thus possibly influencing its lysis potential as well as the obtained RNA yield and quality. To investigate this, we analysed the maximal diluting factor of each lysis buffer with retention of its lysing capacity. We sorted a range of cells (5000–200,000 cells) in either a collection medium or in the recommended volume of the lysis buffer for both kits and compared both RNA yield and RQN values (quality indication).

For the RNAqueous micro kit, based on RQN comparison, sorting into the lysis buffer was beneficial up to a sort volume of 146 μl (=maximum diluting point), which is equal to 30,000 cells in the tested sorting set-up. This volume roughly corresponds to the used volume of the lysis buffer (100 μl), indicating that the lysis buffer could be diluted to roughly 0.5× its volume without loss of its lysis potential. Sorting up to 30,000 cells (146 μl) resulted in a better RNA quality (higher RQN) when sorting directly into the lysis buffer compared to sorting into collection buffer. Of note, with increasing cell numbers, the lysis buffer is further diluted, resulting in lower RQN values (Fig. 2a).

**Fig. 2:**
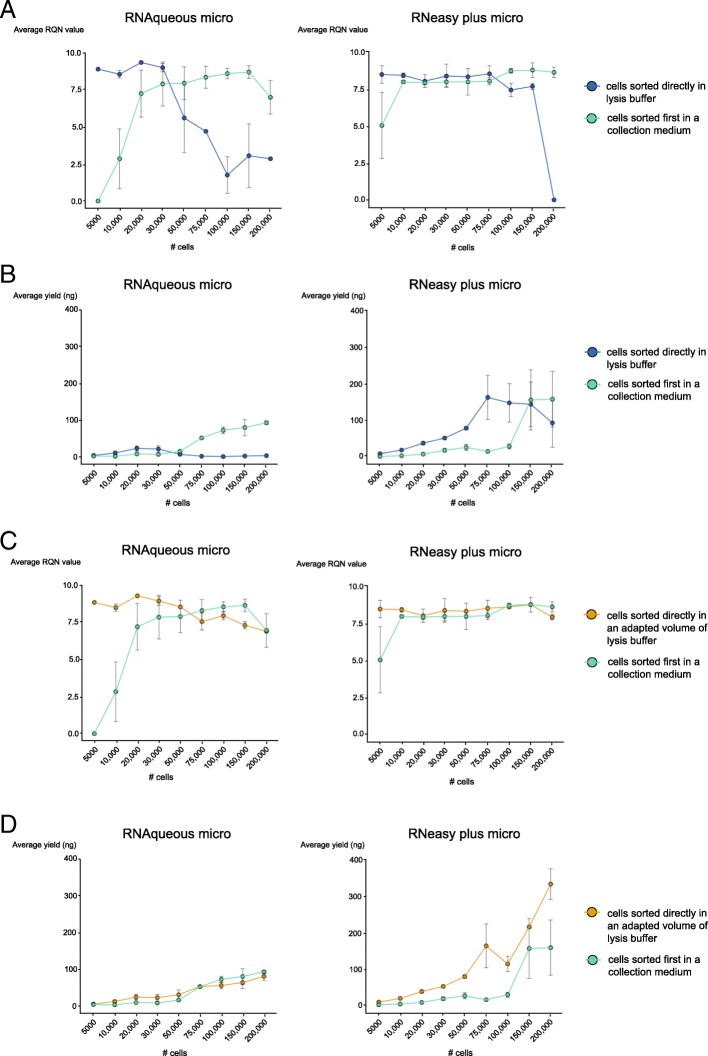
Sorting small cell populations directly into the lysis buffer of the RNA isolation kit improves RNA quality and yield. (**a**) RQN values (**b**) and RNA yield of RNA samples isolated from a range of cell numbers (5000–200,000) when sorting directly into the lysis buffer of the RNA isolation kit or collecting the cells first into a collection medium. RQN values (**c**) and RNA yield (**d**) of RNA samples isolated from a range of cell numbers (5000–200,000) sorted directly into the lysis buffer or sorted into a collection buffer first. But here the volume of the lysis buffer was amended not to exceed its maximum dilution point caused by the sorting procedure. Left panels show samples isolated with the RNeasy plus micro kit, right panels with the RNAqueous micro kit. Average of two biological replicates is shown. Error bars indicate SEM

The RNeasy plus micro kit uses a higher recommended lysis buffer volume than the RNAqueous kit and consequently the turning point for switching to sorting into a collection medium is much higher. Here, sorting up to 75,000 cells in a volume of 360 μl resulted in higher RNA quality when sorting into the lysis buffer. The volume of the sorted cells corresponds again roughly to the used volume of the lysis buffer (350 μl), indicating that the lysis buffer keeps its lysing potential up to 0.5× dilution (Fig. 2a).

In addition to the positive effect on RNA quality obtained by sorting directly into the lysis buffer, the yield is considerably enhanced by avoiding a centrifugation step for a low number of cells (Fig. 2b). To keep the yield high, we tested whether increasing the amount of lysis buffer would result in high quality RNA when sorting a larger number of cells. The amount of lysis buffer used was doubled when the maximum tolerated dilution was reached. For example, 100 μl of the RNAqueous kit can cope with 146 μl of cells without loss of its lysis potential. Thus, when sorting more than 146 μl of cells another 100 μl of lysis buffer was foreseen in its collection tube. For the RNeasy plus micro kit, every multiple of 350 μl of sorted cells was collected in a multiple of 350 μl of lysis buffer. The exact volume of lysis buffer used for each cell number can be found in Table 1.

**Table 1:** Volume of lysis buffer used when its volume was adapted to the amount of sorted cells

RNA isolation kit	# sorted cells	Volume of sorted cells (average)	Volume of lysis buffer used to collect sorted cells
RNAqueous micro	5000	24.3 μl	350 μl
	10,000	48 μl	350 μl
	20,000	97 μl	350 μl
	30,000	146 μl	350 μl
	50,000	240 μl	350 μl
	75,000	360 μl	350 μl
	100,000	480 μl	700 μl
	150,000	730 μl	700 μl
	200,000	970 μl	1050 μl
RNeasy plus micro	5000	24.3 μl	100 μl
	10,000	48 μl	100 μl
	20,000	97 μl	100 μl
	30,000	146 μl	200 μl
	50,000	240 μl	300 μl
	75,000	360 μl	400 μl
	100,000	480 μl	500 μl
	150,000	730 μl	700 μl
	200,000	970 μl	900 μl

We could confirm that by keeping the lysis buffer below its maximum diluting point (0.5×), the RNA quality remained high (RQN of > 7.5) and in the case of the RNeasy plus micro kit even equally high as cells sorted into collection buffer (Fig. 2c & d).

When comparing the average yield and RQN, we conclude that sorting up to 75,000 cells into 350 μl of lysis buffer from the RNeasy plus micro kit is beneficial, compared to sorting into 350 μl collection buffer. In addition, when correcting the volume of lysis buffer to avoid dilution and reduction of RNA quality, the RNA yield when sorting into lysis buffer stays higher than sorting into collection buffer (Fig. 2c). For the RNAqueous micro kit, sorting into the lysis buffer was only beneficial for yields up to 30,000 cells. Beyond this cell count, sorting into collection buffer is advised. Correction of the used amount of lysis buffer did not further improve yield and quality. Here both yield and RQN values are equal or higher in the samples sorted into collection buffer when sorting more than 30,000 cells (Fig. 2c & d).

It is important to note that the volume of the sorted cells is defined by the type of cell sorter that was used, for example, the FACS that was used here (Bio-Rad S3e) sorts on average 1,000,000 cells in a volume of 4,8 ml FACS buffer. Both lysis buffers could endure roughly a 0.5× dilution, the number of cells correspond to this sorted volume is defined by the chosen type of cell sorter and should therefore be determined in advance.

In view of these data, we can conclude that sorting a small cell number directly into the lysis buffer of the RNA isolation kit is beneficial for RNA quality and yield up to 0.5× dilution of the lysis buffer. When sorting a higher volume (and thus a higher cell number) it is advised to either adapt the lysis buffer volume or sort into a collection medium first and then pelleting the cells before adding lysis buffer.

### Sorting cells into the lysis buffer preserves and protects the RNA from degradation

Given that sorting based isolation of fluorescent cells induces a stress response and that RNA isolation directly after sorting might not always be feasible, we analysed the effect of the time interval between cell sorting and RNA isolation on the quality of the obtained RNA.

We isolated RNA at different time points (0 min, 0.15 min, 30 min, 1 h, 2 h, 24 h, and frozen in liquid nitrogen for 1 week) post FACS sorting of 20,000 cells with both RNA isolation methods and assessed RNA integrity with the Fragment Analyser. Since sorting into the lysis buffer of the kit will directly lyse the cells and protect the released RNA, we investigated whether the RNA integrity could be preserved for a longer period of time compared to sorting into a collection buffer. RNA was isolated directly after sorting or after the cells were kept for 15 min, 30 min, 1 h, 2 h or 24 h on ice. In addition, samples were frozen into liquid nitrogen and kept at − 80 °C for 1 week to evaluate if longer storage was possible. The time between cell sorting and RNA isolation did not influence RNA integrity for both kits. However, sorting directly into the lysing buffer of the RNA isolation kit consistently resulted into high(er) quality RNA. In contrast, when sorting into a collection buffer, the RNA quality was highly variable and the RQN ranged from 0 and 10. Obtaining high-quality RNA after long-term storage or a longer period of time between sorting and subsequent RNA isolation was only possible when the RNA was protected by the lysis buffer from the kit (Fig. 3).

**Fig. 3:**
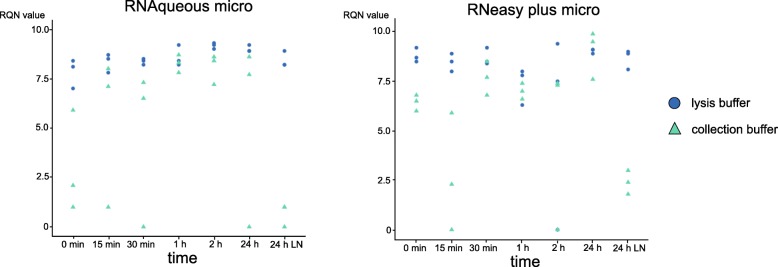
Sorting cells directly into the lysis buffer preserves and protects RNA from degradation. RQN values of individual RNA samples isolated at specific time points after FACS sorting of 20,000 *fli1a:EGFP* cells. Cells were sorted directly in the lysis buffer of the kit or first captured into a collection medium. Left panel shows samples isolated with the RNAqueous micro kit, right panel with the RNeasy plus micro kit

This shows that sorting directly into the lysis buffer preserves and protects the RNA from degradation up until RNA isolation, thus allowing to retrieve high quality RNA.

### PolyA+ RNA sequencing

After successful isolation of high quality RNA, we tested whether the SMART seq V4 cDNA synthesis followed by Nextera XT library preparation could be used for successful sequencing of our samples. In a first step, we used RT-qPCR to determine the expression of certain key genes in GFP positive versus GFP negative sorted *fli1a:EGFP* cells. For each RNA isolation kit, 3 × 20,000 GFP positive and 3 × 20,000 GFP negative cells were sorted directly into the lysis buffer of the RNA isolation kit. Heat & Run was performed to completely clear the RNA from contaminating gDNA and cDNA was synthesized with the SMART seq V4 kit. RT-qPCR analysis clearly shows *fli* and *EGFP* expression in the EGFP positive cell population, whereas no (or negligible) expression in the EGFP negative population (Additional file 3: Figure S2A).

Subsequently, to test whether SMART seq V4 cDNA synthesis was suitable for RNA sequencing, one initial sample for each RNA isolation kit, sample A_1 (RNAqueous micro) and sample Q_1 (RNeasy plus micro), was processed using the same work flow but now Nextera XT library prep was performed on the SMART seq V4 generated cDNA. These two initial samples were then sequenced using the Illumina Nextseq500 to get a first idea whether this workflow fits our purposes (GSE121917). 

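Samples A_1 and Q_1 each started from 20000 EGFP positive cells sorted from Tg(fli1a:EGFP) embryos, a line in which the fli1a promoter drives a green fluorescent reporter. The sample records give an age of 3 days for these embryos, and the paper's methods give 3 to 5 days post fertilization. The RNA concentration was 0.75 ng/μl in A_1 and 1.2 ng/μl in Q_1, with an RQN of 9.6 in both. Of this RNA, 9.5 μl went into SMART-seq v4, which makes full-length cDNA from polyadenylated RNA, with 11 amplification cycles. The amplified cDNA reached 0.476 ng/μl for A_1 and 1.24 ng/μl for Q_1, and 1 ng of it was tagmented with Nextera XT. The authors aligned the reads with STAR to the zebrafish genome and deposited, for each library, the number of reads counted on each annotated Ensembl gene, without normalization. The libraries held 19562904 reads for A_1 and 14029229 reads for Q_1, of which 14760115 and 10763174 were counted on genes. The counts that ignore the strand of the read were used, and the totals include the reads that STAR lists as unmapped, on multiple loci, on no gene or ambiguous between genes. Each kit had 1 library in this run, so differences between A_1 and Q_1 have no replicate error, and the intervals given for shares of reads cover counting error only.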

Both RNA isolation kits resulted in a high percentage of uniquely mapped reads (89.5% for the RNAqueous micro kit and 88.2% RNeasy plus micro) and FastQC revealed good sequencing quality (Fig. 4a). 

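Recomputed from the read totals, uniquely mapped reads made up 88.2% of all reads in A_1, purified with the RNAqueous micro kit, and 89.5% in Q_1, purified with the RNeasy plus micro kit. The 95% Wilson interval lay within 0.0160 percentage points of the value in both libraries. The value of Q_1 was 1.32 points above that of A_1, which is more than the counting error but cannot be set against a replicate error. When unmapped reads were left out of the total, the difference fell to 0.311 points.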

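Of the uniquely mapped reads, 85.6% in A_1 and 85.7% in Q_1 were counted on exactly 1 annotated gene of any biotype. Reads outside all annotated genes made up 10.4% in A_1 and 11.3% in Q_1, and reads shared by overlapping genes made up 4.02% and 3.02%. At least 1 read was counted on 23844 genes in A_1 and on 23239 genes in Q_1. The difference in detected genes shrank when A_1 was thinned at random to the 10763174 counts of Q_1, after which A_1 had 23281 genes. With at least 10 reads required, 17703 genes remained in A_1 and 17055 in Q_1. The share of reads by gene biotype is not analysed here.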

In both samples, roughly 90% of the reads mapped to known protein coding genes. A detailed overview RNA biotype distribution is shown in Fig. 4b.

**Fig. 4:**
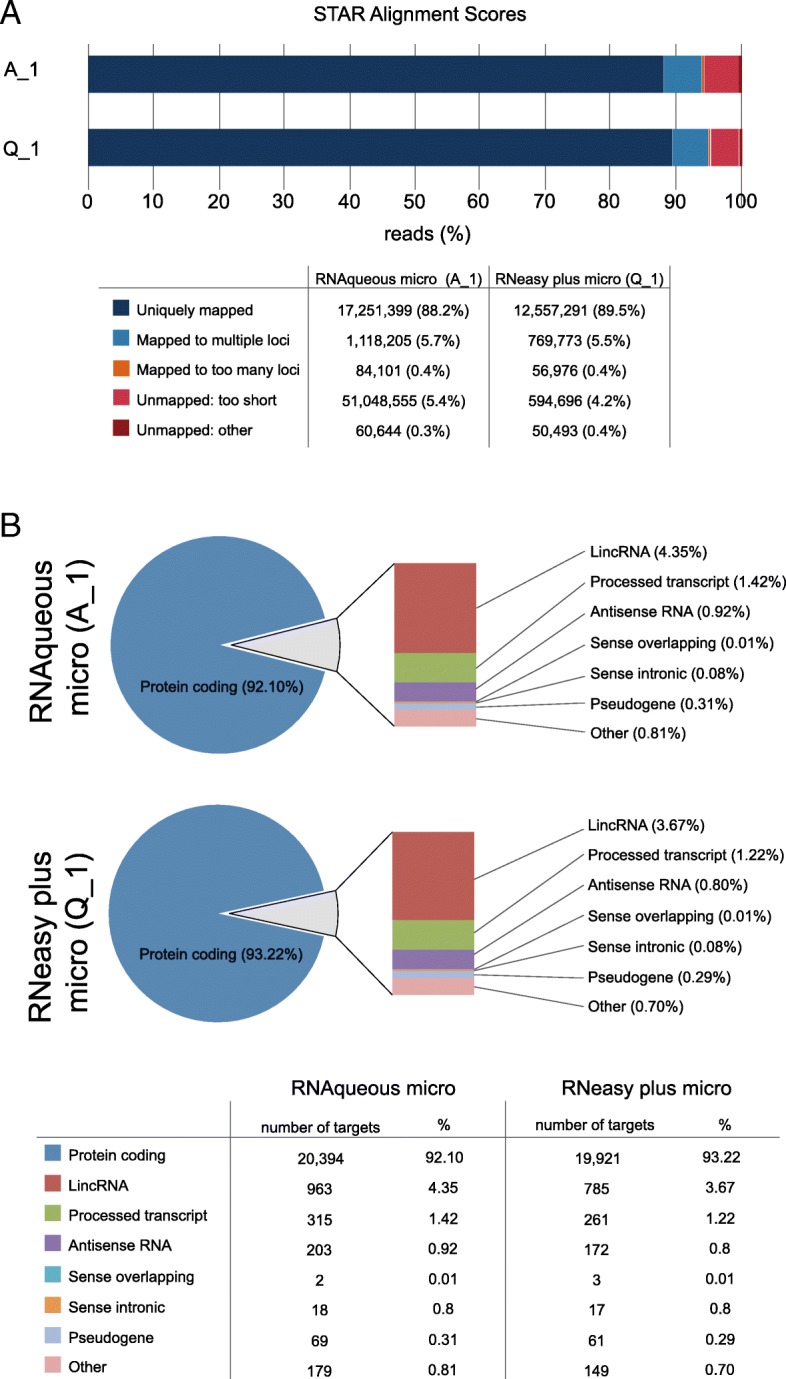
PolyA RNA sequencing on sorted zebrafish cells. (**a**) Star alignment scores indicate percentage of (uniquely) mapped reads. (**b**) Distribution of the different biotypes that were detected with our polyA RNA sequencing protocol. The biotype indicated as ‘Other’ includes: misc_RNA, Mt_rRNA, TR_V_gene, scaRNA, sRNA, snoRNA, rRNA, miRNA, mt-tRNA, TEC and snRNA

To test reproducibility of our applied method, additional samples were processed (GSE121917). 

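For the second sequencing run, 20000 sorted cells per kit gave 1 RNA sample each, at 0.79 ng/μl with an RQN of 9.2 for the RNAqueous micro kit and at 1.02 ng/μl with an RQN of 9.6 for the RNeasy plus micro kit. Each RNA was split into 2 portions of 6 μl, which went separately through cDNA synthesis with 13 amplification cycles, library preparation and sequencing. The cDNA concentration was 13.6 and 15.6 ng/μl for A_2a and A_2b and 16.1 and 16.2 ng/μl for Q_2a and Q_2b. Reads counted on genes numbered 17441963 in A_2a, 11831950 in A_2b, 15838905 in Q_2a and 17915641 in Q_2b, with a median of 16640434. Technical replicates share their RNA, so their spread covers cDNA synthesis, library preparation and sequencing but not sorting or RNA isolation. Their counts were compared over genes with a chi-square test of 2 libraries, which gave a chi-square per degree of freedom of 9.11 for A_2a and A_2b over 18531 genes and of 4.55 for Q_2a and Q_2b over 18594 genes. Both are above the value of 1 that counting noise alone would give, so the 4 files hold separate libraries. For tests on genes the technical replicates were summed, so that each RNA counted once.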

For each RNA isolation kit, 1 RNA sample was split to generate 2 technical replicates (samples A_2a, A_2b, Q_2a and Q_2b) and they were treated as individual samples for cDNA synthesis, library prep and sequencing. For sample details (Table 2). All four samples had roughly 85% uniquely mapped reads with less than 0.5% difference between the two technical replicates. 

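Uniquely mapped reads made up 86.0% of the reads in A_2a, 84.3% in A_2b, 85.5% in Q_2a and 85.8% in Q_2b, with Wilson intervals within 0.0179 points. The technical replicates differed by 1.70 points for the RNAqueous micro kit and by 0.348 points for the RNeasy plus micro kit. Both differences exceed the counting error. The difference between A_2a and A_2b lay in the reads left unaligned or aligned to too many loci, which were 7.31% in A_2a and 9.11% in A_2b. As a share of mapped reads only, the uniquely mapped reads of the technical replicates differed by 0.0343 points for the RNAqueous micro kit and by 0.239 points for the RNeasy plus micro kit. The mean of Q_2a and Q_2b was 0.527 points above that of A_2a and A_2b, which is smaller than the difference between A_2a and A_2b.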

Mapping percentages and biotype distribution of all samples can be found in Table 3 and Table 4.

**Table 2:** Sample specifications and input details for SMART-seq V4 cDNA synthesis and amplification and for Nextera XT library prep

sample	RNA isolation kit	# cells	RNA Concentration	RQN	input SMART-seq v4	# amplification cycles	cDNA concentration	input cDNA Nextera XT
A_1	RNAqueous	20,000	0.75 ng/μl	9.6	9.5 μl	11	0.476 ng/μl	1 ng
Q_1	RNeasy	20,000	1.20 ng/μl	9.6	9.5 μl	11	1.24 ng/μl	1 ng
A_2a	RNAqueous	20,000	0.79 ng/μl	9.2	6 μl	13	13.6 ng/μl	1 ng
A_2b	RNAqueous	20,000	0.79 ng/μl	9.2	6 μl	13	15.6 ng/μl	1 ng
Q_2a	RNeasy	20,000	1.02 ng/μl	9.6	6 μl	13	16.1 ng/μl	1 ng
Q_2b	RNeasy	20,000	1.02 ng/μl	9.6	6 μl	13	16.2 ng/μl	1 ng
A_unsorted	RNAqueous	1 embryo	1.5 ng/μl	10	9.5 μl	11	3.06 ng/μl	1 ng
Q_unsorted	RNeasy	1 embryo	1.5 ng/μl	10	9.5 μl	11	5.95 ng/μl	1 ng

All samples, except A_unsorted and Q_unsorted, are 20,000 EGFP positive sorted cells from the same pool of Tg*(fli1a:EGFP)* zebrafish and RNA concentration was measured with the Fragment Analyzer. RNAqueous 2a and 2b and RNeasy 2a and 2b are technical replicates, starting from the same RNA. A_unsorted and Q_unsorted samples were obtained by isolating RNA from 1 embryo, RNA was measured with the Nanodrop (ThermoScientific) and RNA was diluted to 1.5 ng/μl to start with roughly the same input. cDNA concentration of all samples was measured with the Qubit dsDNA HS Assay kit (Invitrogen)

**Table 3:** Star alignment mapping of the sequenced samples

	A_1	A_2a	A_2b	A_unsorted	Q1	Q_2a	Q_2b	Q_unsorted
uniquely mapped	88.18%	85.99%	84.29%	83.94%	89.51%	85.49%	85.84%	79.62%
mapped to multiple loci	5.72%	6.70%	6.60%	6.32%	5.49%	6.93%	6.72%	11.12%
mapped to too many loci	0.43%	0.19%	0.22%	0.24%	0.41%	0.19%	0.19%	0.23%
unmapped: too short	5.36%	6.83%	8.57%	9.21%	4.24%	7.14%	7.01%	8.69%
unmapped: other	0.31	0.28	0.31	0.30	0.36	0.24	0.24	0.34

Summary table of the star alignment mapping scores showing percentages of mapped reads per sample. 

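Over all 8 libraries, uniquely mapped reads were lowest in Q_unsorted, with 79.6%, and highest in the sorted libraries of run 1. Reads on multiple loci made up 5.72% in A_1, 5.49% in Q_1, between 6.60% and 6.93% in the 4 sorted libraries of run 2, 6.32% in A_unsorted and 11.1% in Q_unsorted. Between the whole embryo libraries the uniquely mapped share was 4.32 points lower with the RNeasy plus micro kit, a larger difference than between any pair of technical replicates. Each kit had 1 whole embryo, so kit and embryo cannot be told apart in this difference.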

High percentage of uniquely mapped reads is obtained in all samples. Samples starting with an “A” are samples where RNA was isolated with the RNAqueous micro kit. Samples starting with a “Q” are samples where RNA was isolated with the RNeasy plus micro kit. A_1 and Q_1 were sequenced on a different time point then the other samples. No differences were seen between the two RNA isolation kits

**Table 4:** Biotype distribution of sequenced samples

	A1	A_2a	A_2b	A_unsorted	Q1	Q_2a	Q_2b	Q_unsorted
protein coding	92.101%	96.242%	96.616%	95.606%	93.224%	96.067%	95.711%	98.159%
linRNA	4.349%	2.113%	2.154%	1.945%	3.674%	1.918%	2.014%	0.579%
processed transcript	1.423%	0.255%	0.215%	0.287%	1.221%	0.280%	0.297%	0.304%
antisense RNA	0.917%	0.027%	0.025%	0.035%	0.805%	0.026%	0.027%	0.019%
sense_overlapping	0.009%	0.000%	0.000%	0.000%	0.014%	0.000%	0.000%	0.000%
sense_intronic	0.081%	0.002%	0.002%	0.003%	0.080%	0.002%	0.002%	0.002%
pseudogene	0.312%	0.024%	0.023%	0.027%	0.285%	0.024%	0.022%	0.026%
other	0.808%	1.315%	0.945%	2.053%	0.697%	1.665%	1.906%	0.859%

Summary table showing the biotype distribution (in percentage) of the sequenced samples. More than 90% of the processed reads are protein

In addition to the technical replicates for each RNA isolation kit, we sequenced RNA isolated from whole embryo samples (unsorted) with both RNA isolation kits to compare with sorted samples. 

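The whole embryo libraries A_unsorted and Q_unsorted came from 1 embryo per kit, with an age of 5 days in the sample records against 3 days for the sorted cells. Their RNA had an RQN of 10 and was diluted to 1.5 ng/μl, and 9.5 μl of it was amplified for 11 cycles, to 3.06 ng/μl of cDNA for A_unsorted and 5.95 ng/μl for Q_unsorted. Reads counted on genes numbered 16673800 in A_unsorted and 19537939 in Q_unsorted. Sorted cells and whole embryos of run 2 therefore differed in the recorded age and in the number of amplification cycles as well as in sorting. For clustering and principal component analysis, counts of the 28800 genes with a read in any library of run 2 were normalized with DESeq2 size factors and transformed with its regularized logarithm (rlog), which shrinks the differences of genes with few reads. Euclidean distances over all these genes were clustered by complete linkage, and the principal components were computed on the 500 genes with the largest variance.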

To look at reproducibility of the kit, we performed hierarchical clustering and PCA analysis. 

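Among the 6 libraries of run 2, the Euclidean distance on rlog counts was 45.4 between A_2a and A_2b and 42.6 between Q_2a and Q_2b. Sorted libraries of different kits lay at 60.5 ± 1.91 (SD, n = 4 pairs), above both technical pairs. The whole embryo libraries lay 68.5 apart, and sorted libraries lay at 178 ± 3.64 (SD, n = 8 pairs) from the whole embryos. These pairs share libraries, so the SD describes their spread and is not an error of independent samples. The first principal component held 97.4% of the variance and placed the sorted libraries between −30.9 and −29.2 and the whole embryos at 59.0 and 60.9. The second held 1.23% and placed A_2a and A_2b at 3.45 and 3.41 and Q_2a and Q_2b at −3.44 and −3.68. Computed on all genes, the first component held 85.0%, the largest move among the alternatives tried.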

Both analyses clearly show that both technical replicates cluster closely together and that all the sorted samples cluster closer to each other than the unsorted whole embryo samples (Fig. 5a & b). 

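With all 8 libraries, clustering joined Q_2a with Q_2b, then A_2a with A_2b, and then all 4 sorted libraries of run 2 at a height of 62.2. A_1 and Q_1 joined each other at 78.9 and met the sorted libraries of run 2 at 122, below the height of 188 at which the whole embryos joined. The order of these merges was the same with a variance stabilizing transformation and with log2 of the normalized counts. On the second principal component, which held 4.87% of the variance, A_1 was at 18.1 and Q_1 at 12.1, and the sorted libraries of run 2 lay between −7.28 and −6.87.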

When introducing the samples from the first sequencing run (A_1 and Q_1), all the sorted samples from run 2 cluster together, but away from samples from run 1 regardless their RNA isolation kit. This shows that sequencing libraries in different sequencing runs introduce substantial inter-run variation, larger than the effect of the RNA isolation kit. 

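The mean distance between sorted libraries of the same kit from different runs was 96.3 ± 26.3 (SD, n = 4 pairs) and that between kits within a run was 63.8 ± 8.57 (SD, n = 5 pairs), a ratio of 1.51. The distances between runs differed by kit. A_1 lay at 116 and 122 from A_2a and A_2b, and Q_1 lay at 75.2 and 72.1 from Q_2a and Q_2b. All 4 were above the distances between kits in run 2, whereas those of the RNeasy plus micro kit were below the distance between A_1 and Q_1. Libraries that differed in both run and kit lay at 97.0 ± 7.07 (SD, n = 4 pairs), close to the mean for the same kit. A_1 lay at 105 and 101 from Q_2a and Q_2b, nearer than to its own kit. Q_1 lay at 89.1 and 93.4 from A_2a and A_2b, farther than from its own kit. The biological coefficient of variation between a pair of libraries, which removes the counting noise, was 55.3% between A_1 and A_2a, 28.1% between Q_1 and Q_2a, 33.7% between A_1 and Q_1 and 22.3% between A_2a and Q_2a. In a model with run and kit over the 4 RNA samples of sorted cells, edgeR's quasi-likelihood test with TMM normalization gave 2149 of 19639 genes with an adjusted p-value under 0.05 between runs, 1316 of them lower and 833 higher in run 2. The same model gave 23 genes between kits, 9 of them higher with the RNeasy plus micro kit. The number between runs was most changed by entering the technical replicates as separate libraries, with 5218 genes. Each combination of run and kit held 1 RNA sample, and the runs also differed in amplification cycles and in RNA input. The residual of the model with run and kit is therefore the part of the kit difference that changed between runs. It is not a replicate error. Kit differences that changed between the runs raise this residual, so the 23 genes do not show that the kits hardly differ. From the separation of the runs in the clustering, the paper concludes that the run introduces more variation than the kit.

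**Figure D1:**
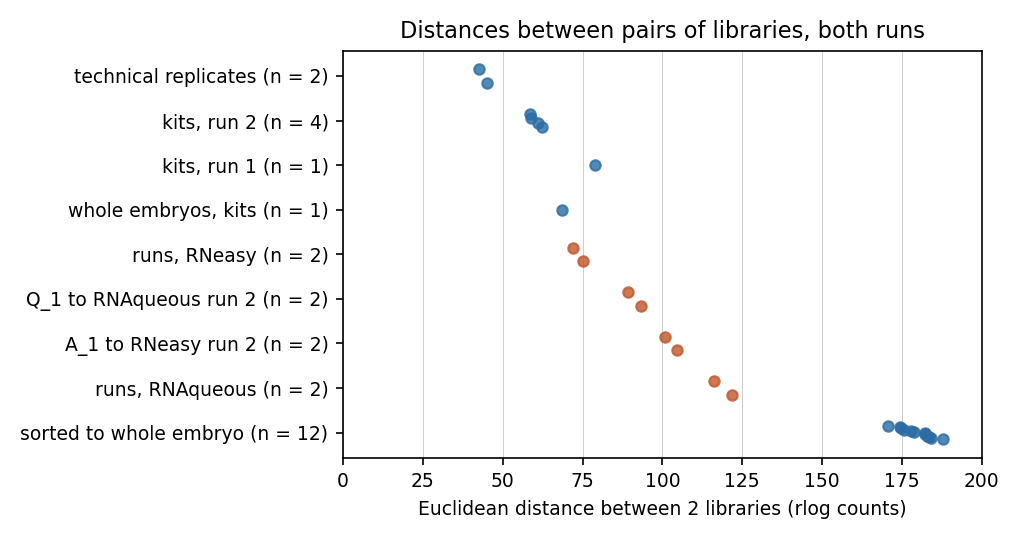
Euclidean distance on rlog counts for each pair of the 8 libraries, by the kind of pair. Each point is a pair, and the pairs of sorted libraries that span the runs are in orange. Distances between runs within a kit are 72.1 and 75.2 for RNeasy and 116 and 122 for RNAqueous, against 78.9 between the kits in run 1.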

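A_unsorted and Q_unsorted lay 68.6 apart in the clustering of both runs. The 12 distances from a sorted library to a whole embryo library averaged 180 and ranged from 171 to 188. Every distance among sorted libraries was below this range. The first principal component of both runs, with 91.3% of the variance, placed the whole embryos at 68.0 and 69.6 and the sorted libraries between −25.9 and −18.6.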

The unsorted samples cluster together and away from the sorted samples (Additional file 4: Figure S3).

**Fig. 5:**
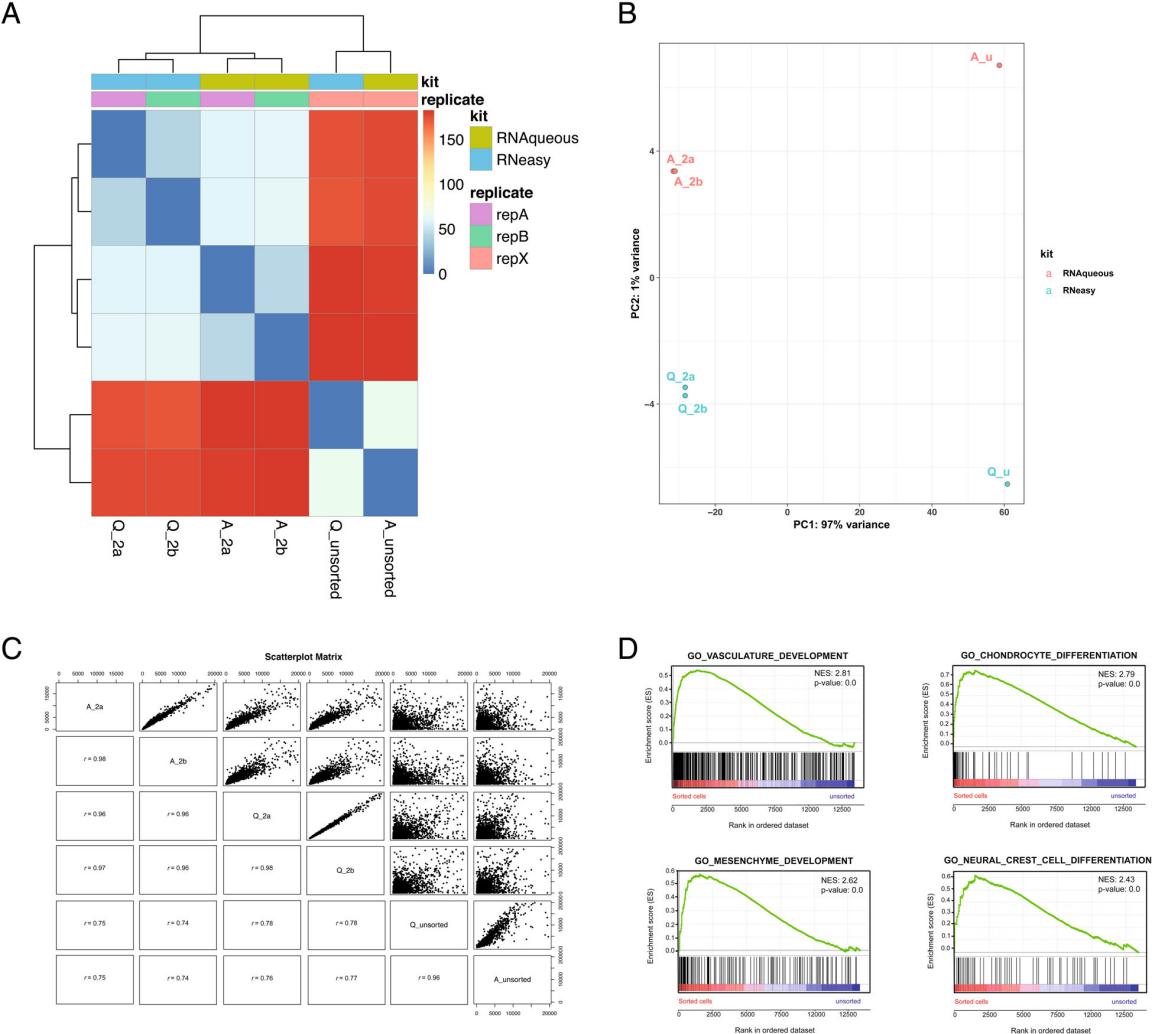
Reproducibility analysis of the presented polyA RNA sequencing workflow. (**a**) Heatmap and (**b**) PCA analysis representing the variation between sequenced samples. Hierarchical clustering and PCA clustering demonstrate that the technical replicates (Q_2a & Q_2b and A_2a & Q_2b) are the most similar and cluster together. More variance is seen between the sorted samples isolated with different kits (A_2 vs Q_2). All sorted samples cluster away from the unsorted samples. (**c**) Correlation of all the different samples. Pearson’s correlation coefficient *r* is calculated on normalized (Deseq2 normalization) log transformed read counts. (**d**) GO annotated gene sets GO_vasculature_development, GO_chondrocyte_differentiation, GO_mesenchyme_developemnt and GO_neural_crest_cell_differentation are enriched in sorted cells versus unsorted cells

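The distance between kits in run 2 was 1.37 times the distance between technical replicates. Per gene, the biological coefficient of variation was 9.57% between A_2a and A_2b and 6.97% between Q_2a and Q_2b, and it was 24.7% between A_2b and Q_2b. In a test restricted to these 4 libraries, edgeR's quasi-likelihood test gave 5378 of 19027 genes with an adjusted p-value under 0.05 between A_2 and Q_2 without a replicate block, and 5315 genes with the replicate letter as a block. The letters number portions of different RNA, and over genes the deviations of libraries with the same letter had a Spearman correlation of −0.0759, so the letters carried no shared deviation. Both fits take technical replicates as replicates and compare 1 RNA sample with another, so a difference between the kits cannot be told apart in them from a difference between the sorted portions of cells.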

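Pearson's correlation coefficient was computed over the 28800 genes on log2 of the DESeq2-normalized counts plus 1. It was 0.979 between A_2a and A_2b and 0.981 between Q_2a and Q_2b. These are correlations across genes, which are not independent replicates, so no p-value is given. A pseudocount of 0.1 in place of 1 lowered the mean of the technical pairs from 0.980 to 0.945, the largest move among the alternatives.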

A very high correlation, as quantified by the Pearson’s correlation coefficient, was noted for the technical replicates (*r* = 0.98 both kits) (Fig. 5c). 

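Between sorted libraries of run 2 isolated with different kits, r was 0.973 ± 0.00185 (SD, n = 4 pairs), with a range of 0.971 to 0.975. Every one of these pairs was below both technical pairs. The whole embryo libraries had r = 0.967, below all 4 pairs of sorted libraries between kits.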

The correlation between sorted samples isolated with different RNA isolation kits is also high (*r* > 0.96) and the 2 two unsorted samples (*r* = 0.96). The introduced variation could be partly due to the RNA isolation kit or due to the difference in the sorted cell population since *fli1a* is expressed in different cell types. As expected, sorted cells did not correlate well with unsorted whole embryos (*r* < 0.74). 

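Between sorted libraries and whole embryos of run 2, r averaged 0.864 ± 0.00572 (SD, n = 8 pairs) and ranged from 0.857 to 0.872 over all genes with a read. The correlation depended on the genes that entered it. For the 16418 genes with at least 10 counts in every library, r between sorted libraries and whole embryos averaged 0.722 and ranged from 0.697 to 0.753, while the mean of the technical pairs was 0.987. In both sets of genes each sorted library correlated less with either whole embryo than with any other sorted library. From all the data presented up to this point, these correlations among them, the paper concludes that the data are of good quality and that its method is highly reproducible.

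**Figure D2:**
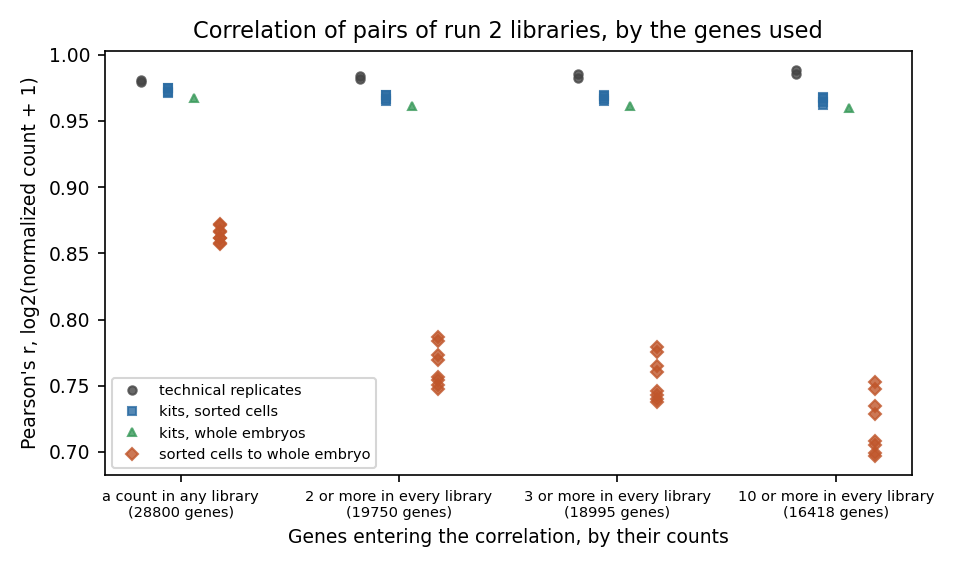
Pearson's r of each pair of run 2 libraries for 4 sets of genes, chosen by their read counts; each point is a pair. The pairs of a sorted library and a whole embryo fall from 0.857 to 0.872 for all genes with a count to 0.697 to 0.753 for genes with at least 10 counts in every library, and the lowest of the other pairs is 0.960.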

All the above-presented data shows that our applied method generates good quality data and is highly reproducible.

The *fli1a* gene is a DNA binding transcription factor that is involved in vascular development. Expression is observed in neural crest derived cells such as developing cartilage in the jaw, vasculature, and developing mesenchyme. Gene Ontology (GO) annotations linked to the *fli1a* zebrafish gene include DNA binding transcription factor activity (RNA polymerase II specific), angiogenesis, blood vessel morphogenesis, regulation of transcription by RNA polymerase II, and cell differentiation. Gene set enrichment analysis (GSEA) was performed on unsorted (whole embryo) versus *fli1a* + sorted cells to see if the same GO annotated gene sets were enriched in the sorted *fli1:GFP* sampes compared to the unsorted samples. This was indeed the case, indicating that sorting enriched for *fli1a* expressing cells. 

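Behind a comparison of sorted cells with whole embryos are the differences of single genes. The 2 RNA samples of sorted cells of run 2 were tested against the 2 whole embryos with edgeR's quasi-likelihood test and TMM normalization, which gave 11045 of 21377 genes with an adjusted p-value under 0.05, 5016 of them higher and 6029 lower in sorted cells. The fit that added the sorted cells of run 1 gave 8037 genes, the largest move among the alternatives. With the kit as a replicate block, 11718 genes passed. Over genes, the deviations of sorted cells and whole embryos of the same kit had a Spearman correlation of 0.237, the value of the pairing check. The biological coefficient of variation was 26.9%, and the change exceeded 2-fold for 52.6% of the tested genes. Among genes with a mean of at least 10 CPM (counts scaled to a common library size) and the same direction with both kits, the largest increase was that of ENSDARG00000104015, with 16.4 ± 0.156 CPM in sorted cells (SD, n = 2 RNA samples) and 0 in both whole embryos. Its log2 fold change was 11.66 (standard error 0.83, adjusted p = 1.08e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSDARG00000055751 had 158 ± 35.2 CPM in sorted cells and 0.0847 ± 0.120 CPM in whole embryos (SD, n = 2 each), a log2 fold change of 10.78 (standard error 0.62, adjusted p = 1.98e-07 from the same edgeR test). Leaving out 1 RNA sample at a time moved it between 9.82 and 15.06. The order of ENSDARG00000104015 and ENSDARG00000055751 depended on the fit. Their log2 fold changes were 10.66 and 10.90 with DESeq2, and 11.79 and 15.06 without Q_unsorted. Every other fit that held both genes kept the order. The largest decreases were those of ENSDARG00000093318 and ENSDARG00000093844, which had no count in sorted cells and 143 ± 38.2 and 42.2 ± 11.6 CPM in whole embryos (SD, n = 2). Their log2 fold changes were −14.80 (standard error 0.70) and −13.04 (standard error 0.72), with adjusted p-values of 1.36e-07 and 2.94e-07 from the same edgeR test. Where a gene had no count, its fold change rests on the small count that the model adds, and 3 counts corresponded to between 0.154 and 0.279 CPM across the libraries. The deposited counts do not pair these identifiers with gene names, and the GO gene sets are not analysed here. Sorted cells and whole embryos also differed in their recorded age and in amplification cycles. The paper places all sorted samples in the same pool of zebrafish. If so, the spread between the 2 sorted RNA samples covers sorting, kit and later steps, but not differences between pools of fish. The p-values then do not measure that biological spread on the sorted side.

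**Figure D3:**
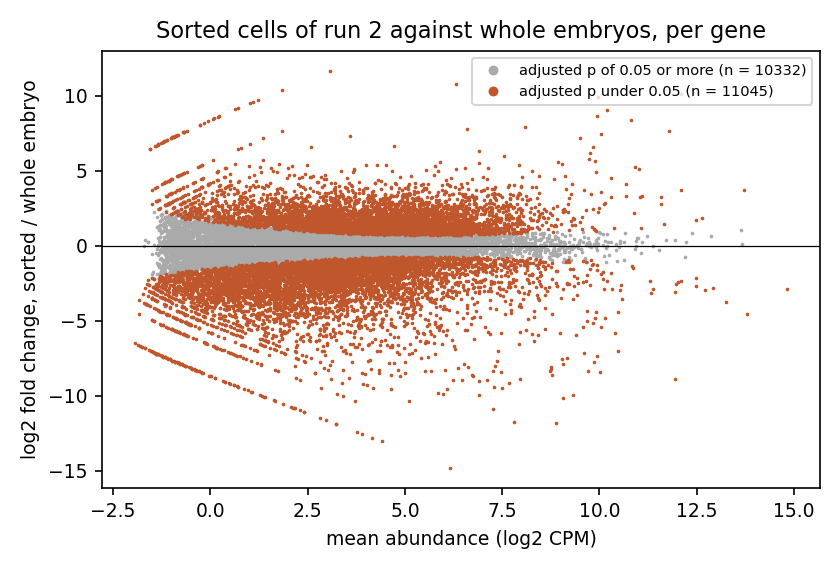
Log2 fold change of sorted cells of run 2 over whole embryos against the mean abundance in log2 CPM; each point is 1 of 21377 genes, and the 11045 genes with an adjusted p-value under 0.05 are in orange. Points along the slanted lines at low abundance are genes with few or no counts in one of the groups.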

Gene sets like GO_vasculature, GO_cartilage_development and GO_mesenchyme_development were enriched in the EGFP sorted cells (Fig. 5d).

To further validate our method, we tested the workflow on different transgenic lines and confirmed with RT-qPCR the expression of key genes for the specified cell population. We sorted thymocytes from Tg(*rag2:GFP*) embryos and were able to show expression of tissue specific genes through RT-qPCR analysis. Expression of *lck* (thymocyte specific gene) and *GFP* is detected in the GFP positive samples but not in the GFP negative samples (Additional file 3: Figure S2B). In addition, we successfully used our workflow on sorted tumor cells from Tg(*rag2:mMyc;rag2:GFP)* or Tg(*dβh:MYCN, dβh:GFP)* adult zebrafish (data not shown).

These results demonstrate that SMART-seq V4 followed by Nextera XT is a suitable workflow for polyA+ sequencing of RNA isolated with the RNeasy plus micro kit or the RNAqueous micro kit from a small number of sorted zebrafish cells. A detailed graphical overview and protocol can be found in supplementary files (Additional file 5) to guide your own experiments.

## Discussion

Zebrafish is becoming increasingly popular as an in vivo model for the study of human diseases [26, 27]. Main advantages include rapid development and short generation time, large offspring, transparent embryos and adults, and a rapidly growing toolbox for gene modulation (knockout, gene editing or gene overexpression). The zebrafish genome has been investigated thoroughly and a high quality and precisely annotated reference genome is now available with about 70% of human genes showing at least 1 zebrafish orthologue thus offering interesting prospects for functional genomic analyses [28].

Various analytical methods including RT-qPCR and RNA sequencing can be applied for the evaluation of gene expression in specific cell types or to analyse expression changes upon a specific genetic or chemical perturbation. RNA-sequencing has become the preferred method for transcriptome-wide analysis offering multiple advantages to hybridization-based approaches, such as higher sensitivity, dynamic range and insights into novel transcribed regions, alternative splicing and allele-specific expression [29–32].

One of the powerful features of the zebrafish model is the possibility to use transgenic reporter lines for the isolation of specific cell types through fluorescence-based cell sorting and subsequent tissue and cell specific transcriptome analysis on in vivo samples [13–15, 33, 34]. Of note, tissue dissociation and cell sorting may induce cellular stress responses that influence cell viability and quality of the isolated RNA [17]. As RNA degradation does not occur at the same rate or to the same extent for every transcript, RNA integrity impacts expression studies highlighting the importance of RNA quality assessment. In addition, when sorting a specific cell type from zebrafish embryos, sample size might be limited to only a few thousand cells. RNA isolation and sequencing of a low number of sorted cells remains challenging. Since most of the available protocols are focused on either a high number of cells or specifically adapted for single cells [32, 35, 36], we here optimized a workflow for RNA isolation and sequencing of a low number (5000–100,000) of sorted zebrafish cells. This protocol could be especially useful when the cells of interest are only available in low numbers. In addition, we incorporated an in depth quality assessment that could serve as an example for other sequencing experiments and experimental set ups.

We compared the performance of two RNA isolation kits for obtaining high-quality RNA from FACS sorted cells, i.e. the RNAqueous Micro Total RNA Isolation Kit from Ambion and the RNeasy Plus Micro Kit from Qiagen. Based on different quality parameters and comparison of various experimental set-ups, we recommend using the RNeasy Plus Micro Kit for RNA isolation of FACS sorted zebrafish cells. The RNA purification protocol is fast (only 20–30 min), easy and consistently delivers high-quality RNA samples. In addition, sorting into the lysis buffer will protect RNA up until the moment of purification, making it possible to postpone RNA isolation after sorting.

To maximize the RNA quality and yield, direct sorting into the lysis buffer from the RNA isolation kit is advised. In this way, the sorted cells will be lysed immediately and the released RNA will be protected from degradation. However, as the sorted cells reside in sorting buffer, dilution of the lysis buffer reduces the lysis potential. Therefore, sorting directly into the lysis buffer is only beneficial up to a certain number of sorted cells. This maximum cell number is different for each RNA isolation kit used. Both RNA isolation kits yield good quality RNA up to a 0.5 times dilution of their respective lysis buffers. For the sorter (Bio-Rad S3e) used in our experiments, this corresponds with 30,000 cells for the RNAqueous micro kit and 75,000 cells for the RNeasy plus micro kit.

Sorting into a RNA protecting agent, like RNA*later* (Ambion), could also help stabilizing the RNA after sorting and thus prevent RNA degradation [17]. As RNA*later* is more viscous, pelleting by spin down of at least 30 min is required to recovering the cells for RNA isolation. When working with a small number of cells, this pelleting step may lead to cell loss during this procedure. In addition, when sorting into RNA*later*, you will dilute this protecting agent. Similar as to sorting into lysis buffer, this requires analysis of how much dilution can be endured without the risk of losing its protecting capacity.

After successful isolation of high quality RNA, an additional gDNA elimination step can be incorporated into the workflow to completely eliminate residual gDNA in the RNA sample. We could show that the gDNA elimination step from the RNaqueous micro kit does not sufficiently remove contaminating gDNA. To fully purify the RNA from residual gDNA, an additional DNA removal step is required. For the RNeasy plus micro kit, the gDNA elimination step provided by the kit is most efficient to remove contaminating gDNA. Yet, this was tested on low input material (two embyros) so when more input is provided, the gDNA removal column might be saturated and gDNA removal will be insufficient. Thus, it is advised to test gDNA contamination for your chosen experimental set up. The presence of gDNA in a RNA sample may lead to overestimation of the abundance of certain transcripts and thus causes bias in expression studies [24, 25]. The Heat&Run kit (ArticZymes) is especially useful for gDNA removal because it does not involve an additional purification step where the already sparse RNA could be lost. The obtained RNA, free of gDNA, could subsequently be used for RNA sequencing by using SMART-seq v4 for cDNA synthesis and amplification and Nextera XT for library prep. This experimental workflow successfully generated highly reproducible RNA sequencing data.

The SMART seq v4 kit is suitable for RNA sequencing up to single cell level. When sorting a single cell into the SMART seq lysis buffer, the cell will be lysed immediately and cDNA synthesis and amplification can be performed directly on the cell lysate [31]. The resulting cDNA can then be used as input for Nextera XT library preparation. When working with higher number of cells (in this study 5000–100,000), sorting into the lysis buffer of the SMART seq v4 kit will dilute the buffer to the extent that it loses its lysis potential. Sorting into a collection medium, pelleting the cells and adding the lysis buffer is unfavourable for both quality and yield and did not work well in our hands. To overcome this problem, we incorporated an RNA isolation step in our workflow with SMART seq v4 performed on the purified RNA to generate and amplify cDNA.

The proposed workflow is currently applicable for polyA RNA-sequencing of small (5000–50,000) numbers of sorted zebrafish cells. In addition to polyA tailed transcripts, representing roughly one third of the entire transcriptome, many other non-polyadenylated RNAs are expressed including a wide variety of long non-coding RNAs. In principle, this can be achieved using a total RNA-sequencing workflow, but this requires a ribosomal RNA depletion step which is not yet available for zebrafish [29, 37].

## Conclusions

In conclusion, we optimized a workflow for polyA+ RNA sequencing of a low number (5000–100,000) of sorted zebrafish cells. We identified that sorting the cells directly into the lysis buffer of the kit maximizes the quality and the yield of the RNA. Yet, this is only beneficial up to a certain volume of sorted cells due to dilution of lysis buffer. For both RNA isolation kits, we could show that the lysis buffer could endure 0.5× dilution without losing its lysis potential and lowering the RNA quality and yield. When sorting a higher number of cells, we advise to increase the lysis buffer volume or to sort into a collection medium first. After isolation, the quality of the isolated RNA should always be assessed before proceeding to the next step. Incorporation of an additional gDNA removal step (for example with the Heat&Run kit, ArticZymes) is advised to completely clear the RNA from contaminating gDNA. Full length cDNA synthesis and amplification can be done by Smart seq v4 followed by tagmentation and sample barcoding by Nextera XT. This workflow enables to retrieve high quality RNA from FACS sorted zebrafish cells and yields highly reproducible RNA sequencing data. Since RNA quality is critical when performing transcriptome studies, we strongly recommend to do an in depth quality assessment of the isolated RNA as presented in this study, when implementing a new RNA sequencing workflow.

## Material & Methods

### Zebrafish maintenance

Zebrafish were maintained in a zebtec semi-closed recirculation housing system (Techniplast, Italy) with a constant water temperature of 28 °C and a conductivity of 500 μS. The fish are exposed to a daily 14 h light and 10 h darkness cycle and fed 2 times/day with dry food (SDS, UK) and once with Artemia (Ocean Nutrition). The Tg(*fli1a:EGFP*) zebrafish were obtained from the zebrafish international resource center (ZIRC). The Tg(*fli1a:EGFP*) were crossed and embryos were collected. The clutch of embryos (50–150) were transferred to a petri dish with E3 media and kept in an incubator at a temperature of 28 °C and a daily light and darkness cycle (see higher) until the moment of further processing. For all our experiments, roughly 10 times 100 embryos were used for FACS sorting. All embryos used were younger than 120 h post fertilization (hpf), and thus no ethical approval was needed.

### Embryo dissociation for FACS sorting

A clutch of 50–150 embryos of age 3–5 days post fertilization (dpf) was euthanized using an overdose of tricaine and transferred to a 35 mm culture dish. The tricaine was removed as much as possible and 3 ml of preheated (28 °C) dissociation solution (1× PBS, trypsin 0.25%, 1 mM EDTA) was added. During an incubation period of 90 min at 28 °C, the larvae dissociation was advanced by pipetting up and down with a 1 ml pipette every 15 min. When the larvae were completely dissociated, the reaction was stopped by adding 3 μl 1 M CaCl_2_ (final concentration 1 mM) and 300 μl FBS (10% final concentration). The cells were transferred to a 15 ml tube, pelleted (5 min 800 g), washed with PBS and resuspended in 2 ml resuspension solution (Leibovitz’s L-15 medium + L-Glutamine without Phenol Red, FCS 10%, 0.8 mM CaCl_2_). The cell solution was passed several times through a 40 μM mesh filter prior to cell sorting. This cell suspension was analysed by flow cytometry on a Bio-Rad S3e cell sorter. Forward and side scatter was used to gate for live, single cells. GFP positive cells, which ranged between 5 and 15% of the parental population, were sorted and collected. No other markers were used for flow cytometry. Representative samples (a negative control vs. GFP positive cells) with the gating strategy are shown in the supplemental data (Additional file 6: Figure S4).

The sorted cells were collected in either the lysis buffer of the RNA isolation kit or into a collection medium (the used resuspension buffer). The cells were kept on ice during the whole procedure.

### RNA isolation and quality control

RNA from sorted cells was isolated with the use of the RNeasy plus micro kit (Qiagen, 74,034) or the RNAqueous-Micro Total RNA Isolation Kit (Ambion, AM1931). For the RNeasy plus micro kit, the RLT buffer was supplemented with 2-mercaptoethanol (10 μl per 1 ml RLT) as suggested. The integrity and the concentration of the RNA was analyzed with the Fragment Analyzer (Advanced Analytical Technologies) High Sensitivity RNA Analysis Kit (DNF-472-0500). The PROSize software version 3.0.1.5 determined a RQN RNA integrity score considering the entire electropherogram.

### 5′ – 3′ delta-Cq RNA integrity assay

This RT-qPCR assay aims to assess the integrity of a low abundant reference gene mRNA, *hprt1*, as a representative of all mRNAs in the sample. By using the oligo dT primed reverse transcriptase iScript Select kit (Bio-Rad 1,708,896), the cDNA synthesis starts from the 3′ polyA tail, proceeding to the 5′ end of the mRNA transcript. Upon mRNA degradation, the cDNA synthesis is interrupted and not completed to the 5′ end of the transcript. We designed two RT-qPCR assays, 1 targeting the 5′ end (*hprt1 5′-fw: CGTTTTGCAGTAGCTTGTCAGA; hprt1 5′-rev: ACACCCGCTCTAAGTCAGC)*, and 1 targeting the 3′ end of the *hprt1* cDNA (*hprt1 3′-fw: GAGGAGCGTTGGATACAGA; hprt1 3′-rev: CTCGTTGTAGTCAAGTGCAT)*. The assays were developed using the NCBI ‘pick primer’ tool and efficiencies were determined based on a relative 6-point 4-fold dilution series (32, 8, 2, 0.5, 0.125, 0.032 ng cDNA of a pool of embryos of various ages). The higher the 5′-3′ dCq value, the more mRNA degradation. RNA used for this assay was isolated from 1 embryo using the RNAqueous micro or the RNeasy plus micro kit as described in the manual. Starting from 250 ng RNA, cDNA was synthesized using the oligodT primers of the iScript select cDNA synthesis kit.

For RT-qPCR, 2.5 μl 2× SsoAdvanced SYBR Green supermix (Bio-Rad) was mixed with 5 ng input cDNA and 250 nM (finale concentration) of each forward and reverse primer in a 384 well plate (Bio-Rad) and run on a LightCycler 480 (Roche). Thermocycler conditions were set as follows: 95 °C for 2 min, followed by 44 cycles of 95 °C for 5 s, 60 °C for 30 s, 72 °C for 1 s and finally a melting curve analysis was performed at 95 °C for 5 s followed by 60 °C for 1 min, gradual heating to 95 °C at a ramp-rate of 0.11 °C/s followed by cooling to 37 °C for 3 min. Cq values were exported and RT-qPCR data were analysed with qbase+ version 2.6.1 (Biogazelle).

### Genomic DNA contamination assessment

For the gDNA contamination assay, RNA was isolated from 2 embryos and diluted to 1 ng/μl to match input amount of sorted cells. Five samples for each kit were isolated without including the gDNA elimination step of the procedure, another five samples for each kit were isolated with the standard RNA isolation method including its gDNA elimination step. Each RNA sample was split into two: half of the RNA was subjected to a Heat & Run (ArticZymes 80,200–50, following the guidelines of the kit) gDNA removal step to remove possible contaminating gDNA. The other halve of the sample was used in further steps without extra gDNA removal. The Heat & Run kit enables gDNA removal without the need of an extra purification step, therefore preventing the loss of sparse RNA. qPCR for the reference gene *elfa (elfa-fw: GGAGACTGGTGTCCTCAA; elfa-rev: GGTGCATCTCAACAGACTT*) and the ERE reference gene [22] *loopern4 (loopern4-fw: TGAGCTGAAACTTTACAGACACAT; loopern4-rev: AGACTTTGGTGTCTCCAGAATG)* was performed on 2 ng RNA from each sample to test for contaminating gDNA. As qPCR is not possible using RNA as template, amplification signals the presence of gDNA in the RNA sample. The RNA was mixed with 2.5 μl 2× SsoAdvanced SYBR Green supermix (Bio-Rad) and 250 nM (finale concentration) of each forward and reverse primer in a 384 well plate (Bio-Rad) and run on a LightCycler 480 (Roche). Thermocycler conditions were as follows: 95 °C for 2 min, followed by 44 cycles of 95 °C for 5 s, 60 °C for 30 s, 72 °C for 1 s and finally a melting curve analysis was performed at 95 °C for 5 s followed by 60 °C for 1 min, gradual heating to 95 °C at a ramp-rate of 0.11 °C/s followed by cooling to 37 °C for 3 min. Cq values were exported and RT-qPCR data were analysed with qbase+ version 2.6.1 (Biogazelle).

### Determination of the maximum dilution point of the lysis buffer of the RNeasy plus micro and the RNaqueous micro kit

A clutch of Tg(*fli1a:EGFP*) embryos was dissociated and processed for FACS sorting as described above. A range of cells (5000; 10,000; 20,000; 30,000; 50,000; 75,000; 100,000; 150,000 and 200,000) were sorted either directly into the lysis buffer of the RNA isolation kit or in a collection medium (= the used resuspension buffer: Leibovitz’s L-15 medium + L-Glutamine without Phenol Red, FCS 10%, 0.8 mM CaCl_2_). When cells were sorted in a collection medium, they were centrifuged (5 min at 1200 rmp), supernatant was removed and the pellet was dissolved in the lysis buffer of the RNA isolation kit. RNA was isolated following the manual of the RNA isolation kit. The integrity and RNA concentration was measured with the Fragment Analyzer as described earlier.

### Time series to test RNA preservation capacity of the lysis buffer after FACS sorting

20,000 GFP+ cells from Tg(*fli1a:EGFP*) embryos were FACS sorted following the procedure described above. The cells were either sorted in lysis buffer of the RNA isolation kit or into a collection medium (Leibovitz’s L-15 medium + L-Glutamine without Phenol Red, FCS 10%, 0.8 mM CaCl_2_). The sorted cells were kept on ice for a specific amount of time (0 min, 15 min, 30 min, 1 h, 2 h or 24 h) before RNA isolation was carried out. The cells that were sorted into a collection medium were pelleted (5 min, 1200 rpm) and dissolved in lysis buffer right at the start of the RNA isolation process. In addition, to test if longer storage was possible, samples were frozen in liquid nitrogen and stored at − 80 °C for a week before proceeding to RNA isolation. RNA quality was determined with the Fragment Analyzer as described above.

### cDNA synthesis and RT-qPCR

Following the Heat & Run guidelines, 1 μl HL-dsDNase and 2 μl 10× Rxn buffer (Heat & Run, Articzymes) were added to 20 μl of each RNA sample. Samples were incubated for 10 min at 37 °C and 5 min at 58 °C for gDNA removal. cDNA synthesis and amplification was prepared using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Biosystems 634,890). cDNA concentrations were measured using the Qubit dsDNA high sensitivity assay kit (Invitrogen, Q32851). Each sample was diluted to 0.5 ng/μl and 2 μl was mixed with 2.5 μl 2× SsoAdvanced SYBR Green supermix (Bio-Rad) and 250 nM (finale concentration) of each forward and reverse primer in a 384 well plate (Bio-Rad) and run on a LightCycler 480 (Roche). Thermocycler conditions were as follows: 95 °C for 2 min, followed by 44 cycles of 95 °C for 5 s, 60 °C for 30 s, 72 °C for 1 s and finally a melting curve analysis was performed at 95 °C for 5 s followed by 60 °C for 1 min, gradual heating to 95 °C at a ramp-rate of 0.11 °C/s followed by cooling to 37 °C for 3 min. Cq values were exported and RT-qPCR data were analysed with qbase+ version 2.6.1 (Biogazelle). The ERE reference genes *trd7*, *loopern4*, *hatn10* were used for normalization. For primer sequences, see Table 5.

**Table 5:** RT-qPCR primer sequences

gene	forward primer	reverse primer
*tdr7*	GCAGCATAATTGAGTACACCC	TTGCCTATATTCACTGAGAAATGGA
*hatn10*	ACTAATGAAGACAGCAGAAGTCA	CAGTAAACATGTCAGGCTAAATAAT
*loopern4*	TGAGCTGAAACTTTACAGACACAT	AGACTTTGGTGTCTCCAGAATG
*flia*	GGGCTCCACTGAAAATTGCG	CTGGCCGTAATCCTGAGTCC
*lck*	ACATGTCTTTGAAACACGCCG	GCAGTTCCCCATGTTTACGTATTT
*GFP*	ACACTGACCAAGAGCTACCTTC	GTTTTGGCCAGCCCTTTTGT
*EGFP*	GACCACATGAAGCAGCAC	TTGTCGGCCATGATATAGAC

### Library prep, sequencing and data analysis

1 ng of SMART-Seq v4 amplified cDNA (Takara Biosystems 634,890) was used for Nextera XT DNA library prep (Illumina, FC-131-1024). For sample and input specifications see Table 2.

Libraries were sequenced using a NextSeq 500 (Illumina). Quality control on fastq files was performed with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/).

Reads were aligned to *Danio rerio* reference genome GRCz10 with STAR v2.4.2a using a two-pass strategy. Genes were quantified using the Danio_rerio.GRCz10.91.gtf transcriptome.

The DESeq2 R-package (version 1.20.0) was used for count normalization and differential gene expression analysis. The normalized read counts were used to generate PCA plots, heatmaps and the correlation matrix. Pearson’s correlation coefficient was calculated on log transformed normalized read counts. Pre-ranked Gene Set Enrichment Analysis (GSEA) was preformed using GenePattern 2.0 (https://cloud.genepattern.org/gp/pages/login.jsf).

## Additional files

Additional file 1: **Figure S1**. Adaptation of the RNA isolation protocol allows purification of small RNA’s (< 200 nt). Fragment analyser electropherogram shown for the RNAqueous micro kit (*top*) and the RNeasy plus micro kit (*bottom*) for normal isolation procedure (*left*) and for RNA isolation with the adapted protocol for small RNA’s as provided in the manual (*right*). The red arrow indicates presence of small RNA’s in the isolated RNA sample

Additional file 2: Supplementary note 1: Statistical analysis

Additional file 3: **Figure S2**. RT-qPCR confirms tissue specific gene expression in tissue specific sorted cells. (A) From a clutch of Tg(*fli1a:EGFP)* embryos, EGFP positive and EGFP negative cells were sorted. RT-qPCR analysis shows expression of *EGFP* and *fli1*a is in the EGFP positive samples but not or negligible in the EGFP negative samples. (B) RT-qPCR analysis confirms GFP and *lck* expression in GFP + but not in GFP – sorted Tg(*rag2:GFP*) cells. For all samples (A) & (B) 20,000 cells were sorted directly into the lysis buffer of the RNA isolation (RNAqueous micro or RNeasy plus micro) kit

Additional file 4: **Figure S3**. Sequencing libraries run in multiple rounds of sequencing introduces substantially larger inter-run variation than the effects imposed by the use of different RNA isolation kit. Heatmap (*left*) and PCA analysis (*right*) of all samples sequenced. A_1 and Q_1 are sequenced on a different sequencing run than A_2a, A_2b, Q_2a, Q_2b, A_unsorted and Q_unsorted

Additional file 5: Supplementary note 2: protocol for RNA isolation and sequencing of a low number (5000- 200000) of sorted zebrafish cells

Additional file 6: **Figure S4**. FACS gating strategy used to collect EGFP positive cells from a clutch of Tg(*fli1a:EGFP)* zebrafish. Representative samples of a negative control sample (left) and a Tg(*fli1a*:EGFP) sample (right). This gating strategy was used to first select live cells based on forward and side scatter, with subsequent selection of single cells. Last, GFP positive cells were selected and sorted. No GFP+ cells are seen in control fish (*left*) while 5–15% of the cell population was found to be GFP positive cells in Tg(*fli1a:EGFP)* samples (*right*)

## Abbreviations

dpf: days post fertilization
ERE: expressed repetitive elements
FACS: fluorescence-activated cell sorter
GO: Gene Ontology
PCA: Principal component analysis
RQN: RNA quality number
RT-qPCR: reverse transcription quantitative polymerase chain reaction

# Supplementary material for: Purification of high-quality RNA from a small number of fluorescence activated cell sorted zebrafish cells for RNA sequencing purposes
**Source:** BMC Genomics. 2019 Mar 20;20:228. doi: 10.1186/s12864-019-5608-2
**Supplement:** Supplementary file 1 — Figure S1. Adaptation of the RNA isolation protocol allows purification of small RNA’s (< 200 nt). Fragment analyser electropherogram shown for the RNAqueous micro kit (top) and the RNeasy plus micro kit (bottom) for normal isolation procedure (left) and for RNA isolation with the adapted protocol for small RNA’s as provided in the manual (right). The red arrow indicates presence of small RNA’s in the isolated RNA sample

Supplemental figure 1

RNAqueous micro kit

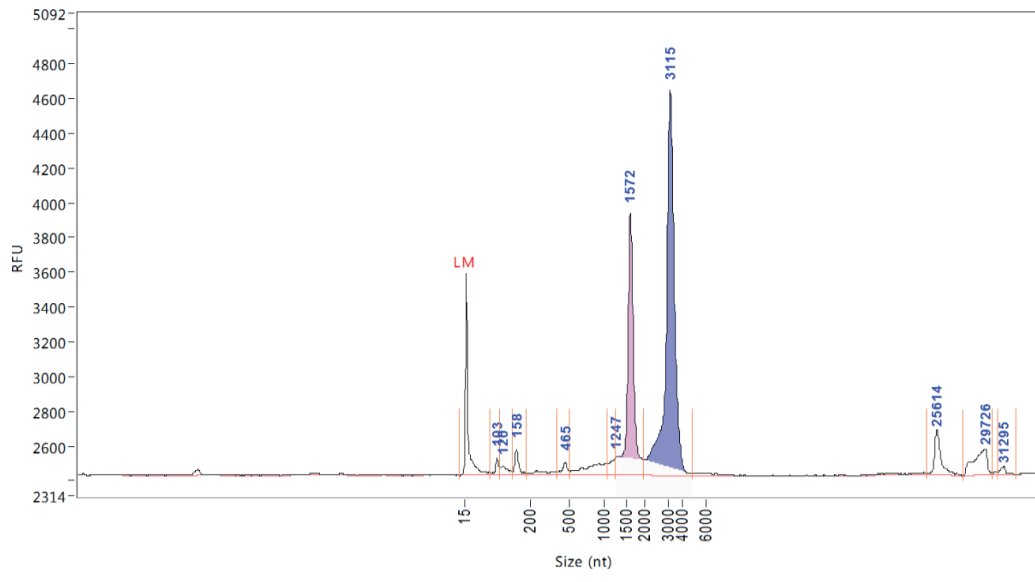

Regular isolation

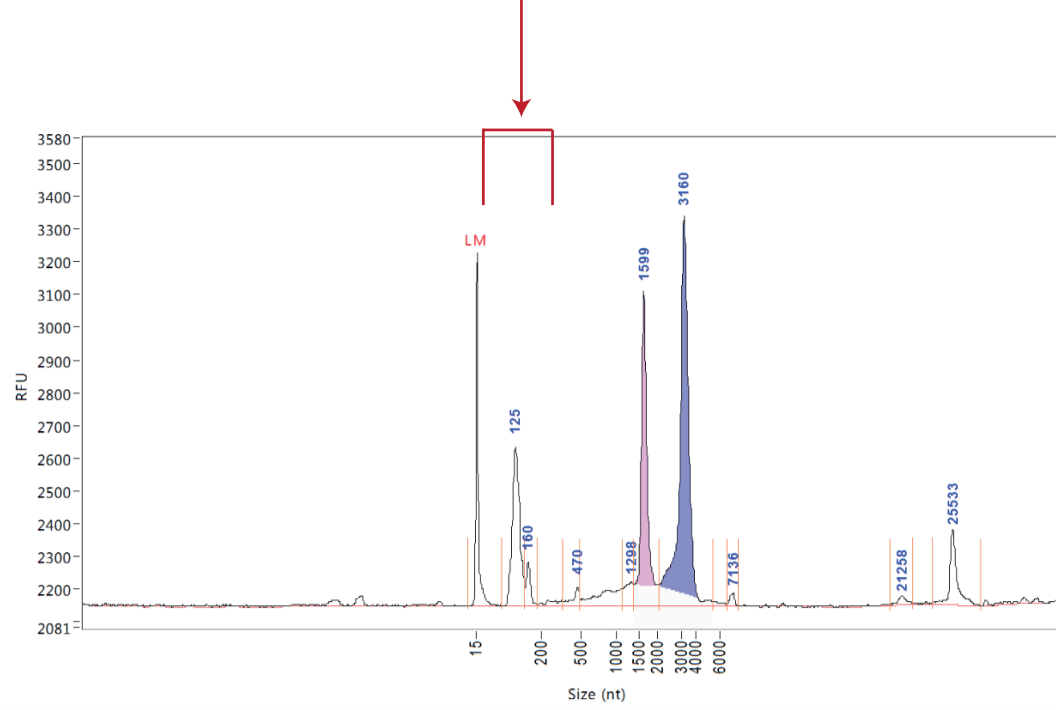

Purification with additional step for small RNA's isolation

RNeasy plus micro kit

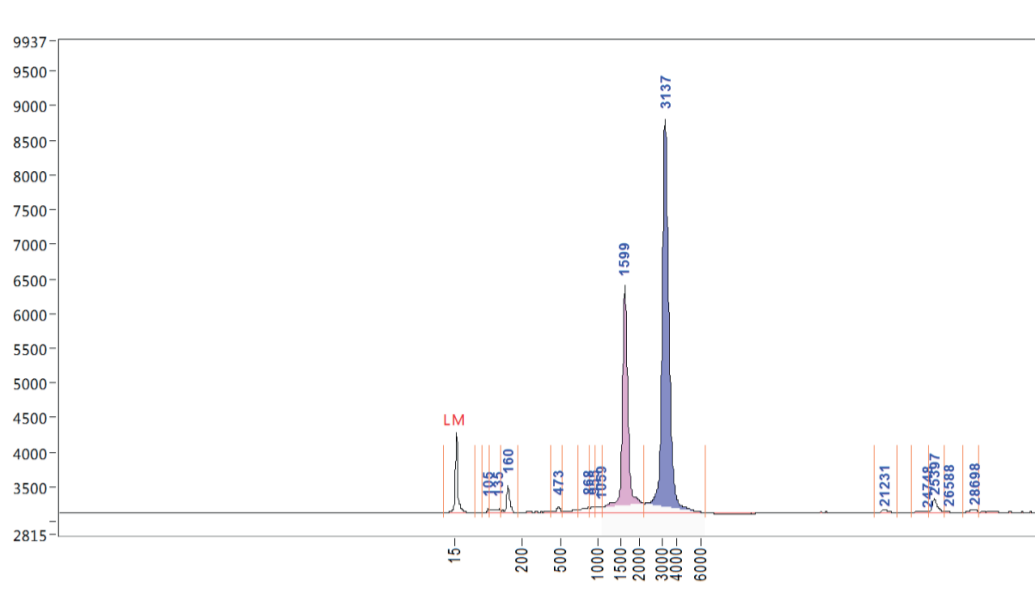

Regular isolation

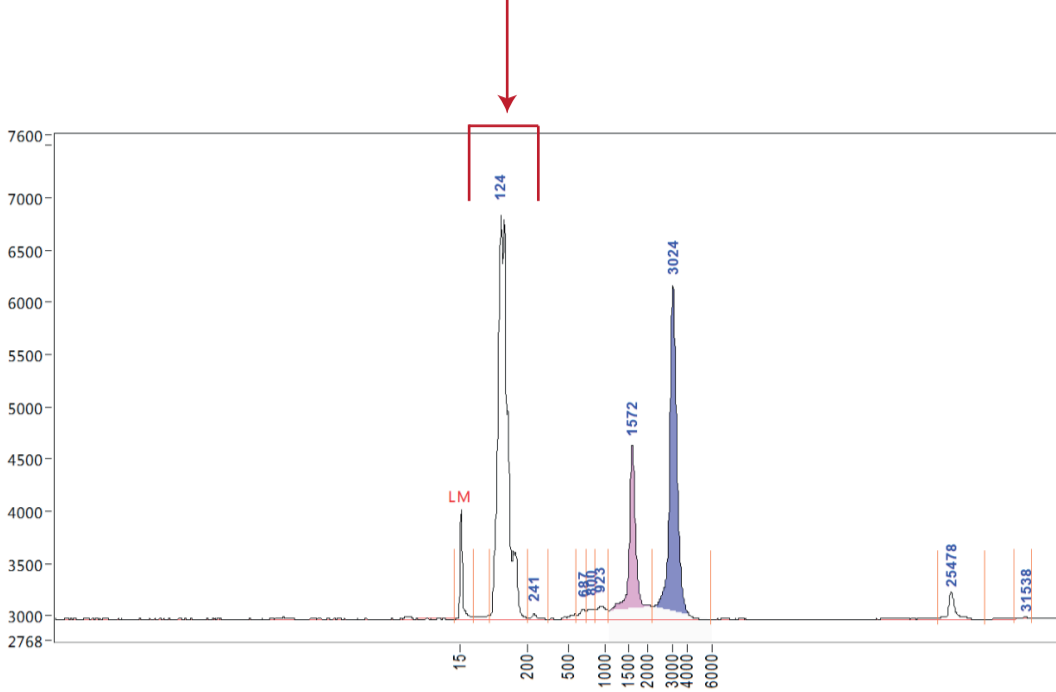

Purification with additional step for small RNA's isolation

# Supplementary material for: Purification of high-quality RNA from a small number of fluorescence activated cell sorted zebrafish cells for RNA sequencing purposes
**Source:** BMC Genomics. 2019 Mar 20;20:228. doi: 10.1186/s12864-019-5608-2
**Supplement:** Supplementary file 2 — Supplementary note 1: Statistical analysis

**Supplementary note 1: Statistical analysis**

The statistical analyses for detection of gDNA contamination data were performed using the ANOVA variance analysis approach. We analysed if there was a significant difference between the gDNA removal approaches for each RNA isolation kit and each tested reference gene. Two gDNA removal methods were compared pairwise and adjusted p values are given for each comparison.

RNeasy plus micro kit: qPCR assay targeting *elfa*

| **gDNA removal method 1** | **gDNA removal method 2** | **diff** | **lwr** | **upr** | **p adj** |
| --- | --- | --- | --- | --- | --- |
| RNeasy | Heat and Run | 9.210000e-01 | -0.3690408 | 2.211041 | 0.2139727 |
| RNeasy + Heat & Run | Heat & Run | 9.210000e-01 | -0.3690408 | 2.211041 | 0.2139727 |
| No gDNA removal | Heat & Run | -1.345900e+01 | -14.7490408 | -12.168959 | **0.0000000** |
| RNeasy + Heat & Run | RNeasy | -7.105427e-15 | -1.2900408 | 1.290041 | 1.0000000 |
| No gDNA removal | RNeasy | -1.438000e+01 | -15.6700408 | -13.089959 | **0.0000000** |
| No gDNA removal | RNeasy + Heat & Run | -1.438000e+01 | -15.6700408 | -13.089959 | **0.0000000** |

Result: There is a clear significant difference in gDNA contamination without gDNA removal versus one or two gDNA removal steps. Yet, no significant reduction in gDNA contamination is seen when samples are treated with an additional Heat & Run gDNA removal step (Rneasy gDNA removal versus Rneasy plus Heat & Run gDNA removal).

Conclusion: A gDNA removal step is necessary to obtain a pure RNA sample. Yet, an additional gDNA removal step (Heat & Run) does not significantly reduce the gDNA contamination for the RNeasy plus micro kit. This indicates that the gDNA removal step provided by the kit is sufficient.

RNeasy plus micro kit: qPCR assay targeting *loopern4*

| **gDNA removal method 1** | **gDNA removal method 2** | **diff** | **lwr** | **upr** | **p adj** |
| --- | --- | --- | --- | --- | --- |
| RNeasy | Heat and Run | 9.169 | 7.9330527 | 10.404947 | **0.0000000** |
| RNeasy + Heat & Run | Heat & Run | 10.799 | 9.5630527 | 12.034947 | **0.0000000** |
| No gDNA removal | Heat & Run | -6.399 | -7.6349473 | -5.163053 | **0.0000000** |
| RNeasy + Heat & Run | RNeasy | 1.630 | 0.3940527 | 2.865947 | **0.0081291** |
| No gDNA removal | RNeasy | -15.568 | -16.8039473 | -14.332053 | **0.0000000** |
| No gDNA removal | RNeasy + Heat & Run | -17.198 | -18.4339473 | -15.962053 | **0.0000000** |

Result: A qPCR assay targeting *loopern4* to detect gDNA contamination shows there is a significant difference between all the different gDNA elimination approaches. Yet this gDNA contamination is not detectable with a qPCR assay targeting a standard reference gene. *loopern4* is an expressed repeat, so it’s sequence is found in multiple copies in the DNA and therefore expected to be picked up a lot easier by this assay.

Conclusion: This shows that there is only a low amount of gDNA contamination when one or two gDNA elimination steps are performed.

RNAqueous micro kit: qPCR assay targeting *elfa*

| **gDNA removal method 1** | **gDNA removal method 2** | **diff** | **lwr** | **upr** | **p adj** |
| --- | --- | --- | --- | --- | --- |
| RNAqueous | Heat and Run | -4.200 | -9.6975784 | 1.2975784 | 0.1694280 |
| RNAqueous + Heat & Run | Heat & Run | 1.873 | -3.6245784 | 7.3705784 | 0.7654571 |
| No gDNA removal | Heat & Run | -10.262 | -15.7595784 | -4.7644216 | **0.0000000** |
| RNAqueous + Heat & Run | RNAqueous | 6.073 | 0.5754216 | 11.5705784 | **0.0278892** |
| No gDNA removal | RNAqueous | -6.062 | -11.5595784 | -0.5644216 | **0.0282066** |
| No gDNA removal | RNAqueous + Heat & Run | -12.135 | -17.6325784 | -6.6374216 | **0.0000553** |

Result: Here we see a significant difference in gDNA presence without gDNA removal versus one or two gDNA removal steps. In addition, if you add an extra Heat & Run gDNA removal step to the standard procedure (with gDNA elimination provided by the kit), there is a significant decrease of gDNA contamination.

Conclusion: These results indicate that for the RNAqueous micro kit, an additional gDNA elimination step is required. The gDNA removal step provided by the kit is insufficient to clear the RNA from contaminating gDNA.

RNAqueous micro kit: qPCR assay targeting *loopern4*

| **gDNA removal method 1** | **gDNA removal method 2** | **diff** | **lwr** | **upr** | **p adj** |
| --- | --- | --- | --- | --- | --- |
| RNAqueous | Heat and Run | -2.354 | -6.8056347 | 2.0976347 | 0.4531328 |
| RNAqueous + Heat & Run | Heat & Run | 1.875 | -2.5766347 | 6.3266347 | 0.6325820 |
| No gDNA removal | Heat & Run | -6.596 | -11.0476347 | -2.1443653 | **0.0031486** |
| RNAqueous + Heat & Run | RNAqueous | 4.229 | -0.2226347 | 8.6806347 | 0.0656049 |
| No gDNA removal | RNAqueous | -4.242 | -8.6936347 | 0.2096347 | 0.0645827 |
| No gDNA removal | RNAqueous + Heat & Run | -8.471 | -12.9226347 | -4.0193653 | **0.0002854** |

Result: No gDNA removal step versus Heat & Run or versus Heat & Run plus gDNA removal by the kit shows a significant difference in gDNA contamination. There is a large variability in the gDNA removal capacity of the enzyme provided by the kit. Therefore, there can be a high amount of gDNA contamination after the gDNA removal provided by the kit.

Conclusion: The RNAqueous gDNA removal step does not clear the RNA sample from contaminating gDNA. An additional gDNA removal step (Heat & Run) is absolutely necessary to obtain a pure RNA sample.

# Supplementary material for: Purification of high-quality RNA from a small number of fluorescence activated cell sorted zebrafish cells for RNA sequencing purposes
**Source:** BMC Genomics. 2019 Mar 20;20:228. doi: 10.1186/s12864-019-5608-2
**Supplement:** Supplementary file 5 — Supplementary note 2: protocol for RNA isolation and sequencing of a low number (5000- 200000) of sorted zebrafish cells

---

**SUPPLEMENTARY NOTE 2:  
PROTOCOL FOR RNA ISOLATION  
AND SEQUENCING OF A LOW  
NUMBER (5000- 200000) OF  
SORTED ZEBRAFISH CELLS**

---

1

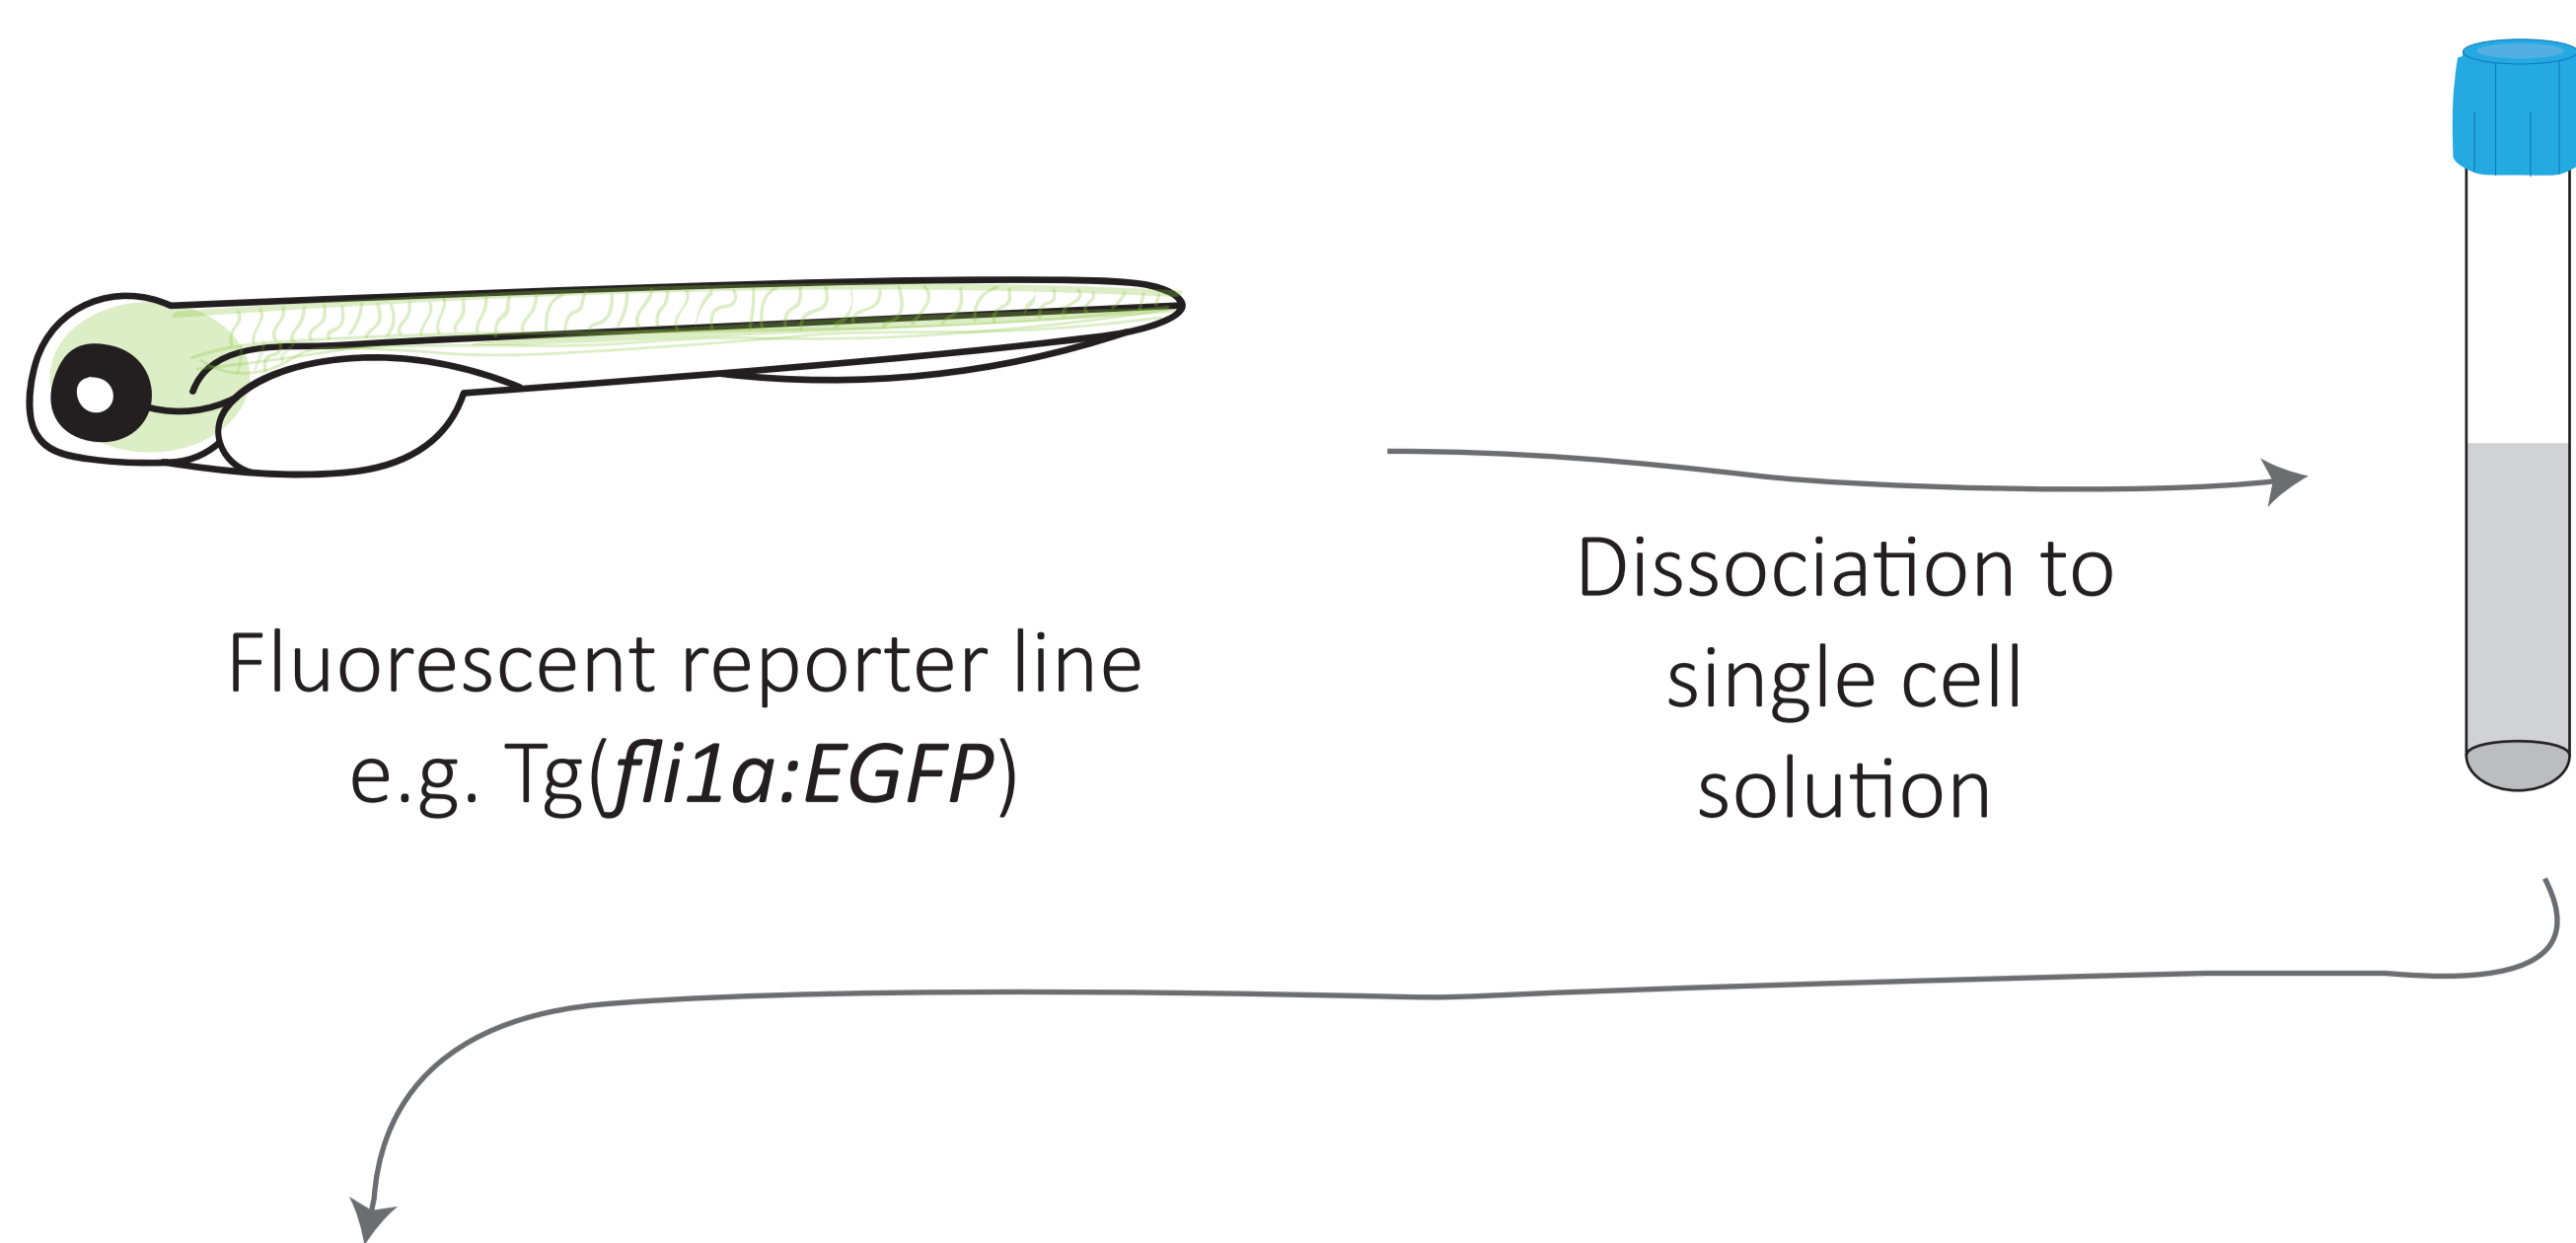

Zebrafish dissociation (*see page 1*)

- embryo & larvae: see step 1A
- adult fish: see step 1B

2

Fluorescence Activated Cell Sorting (FACS)

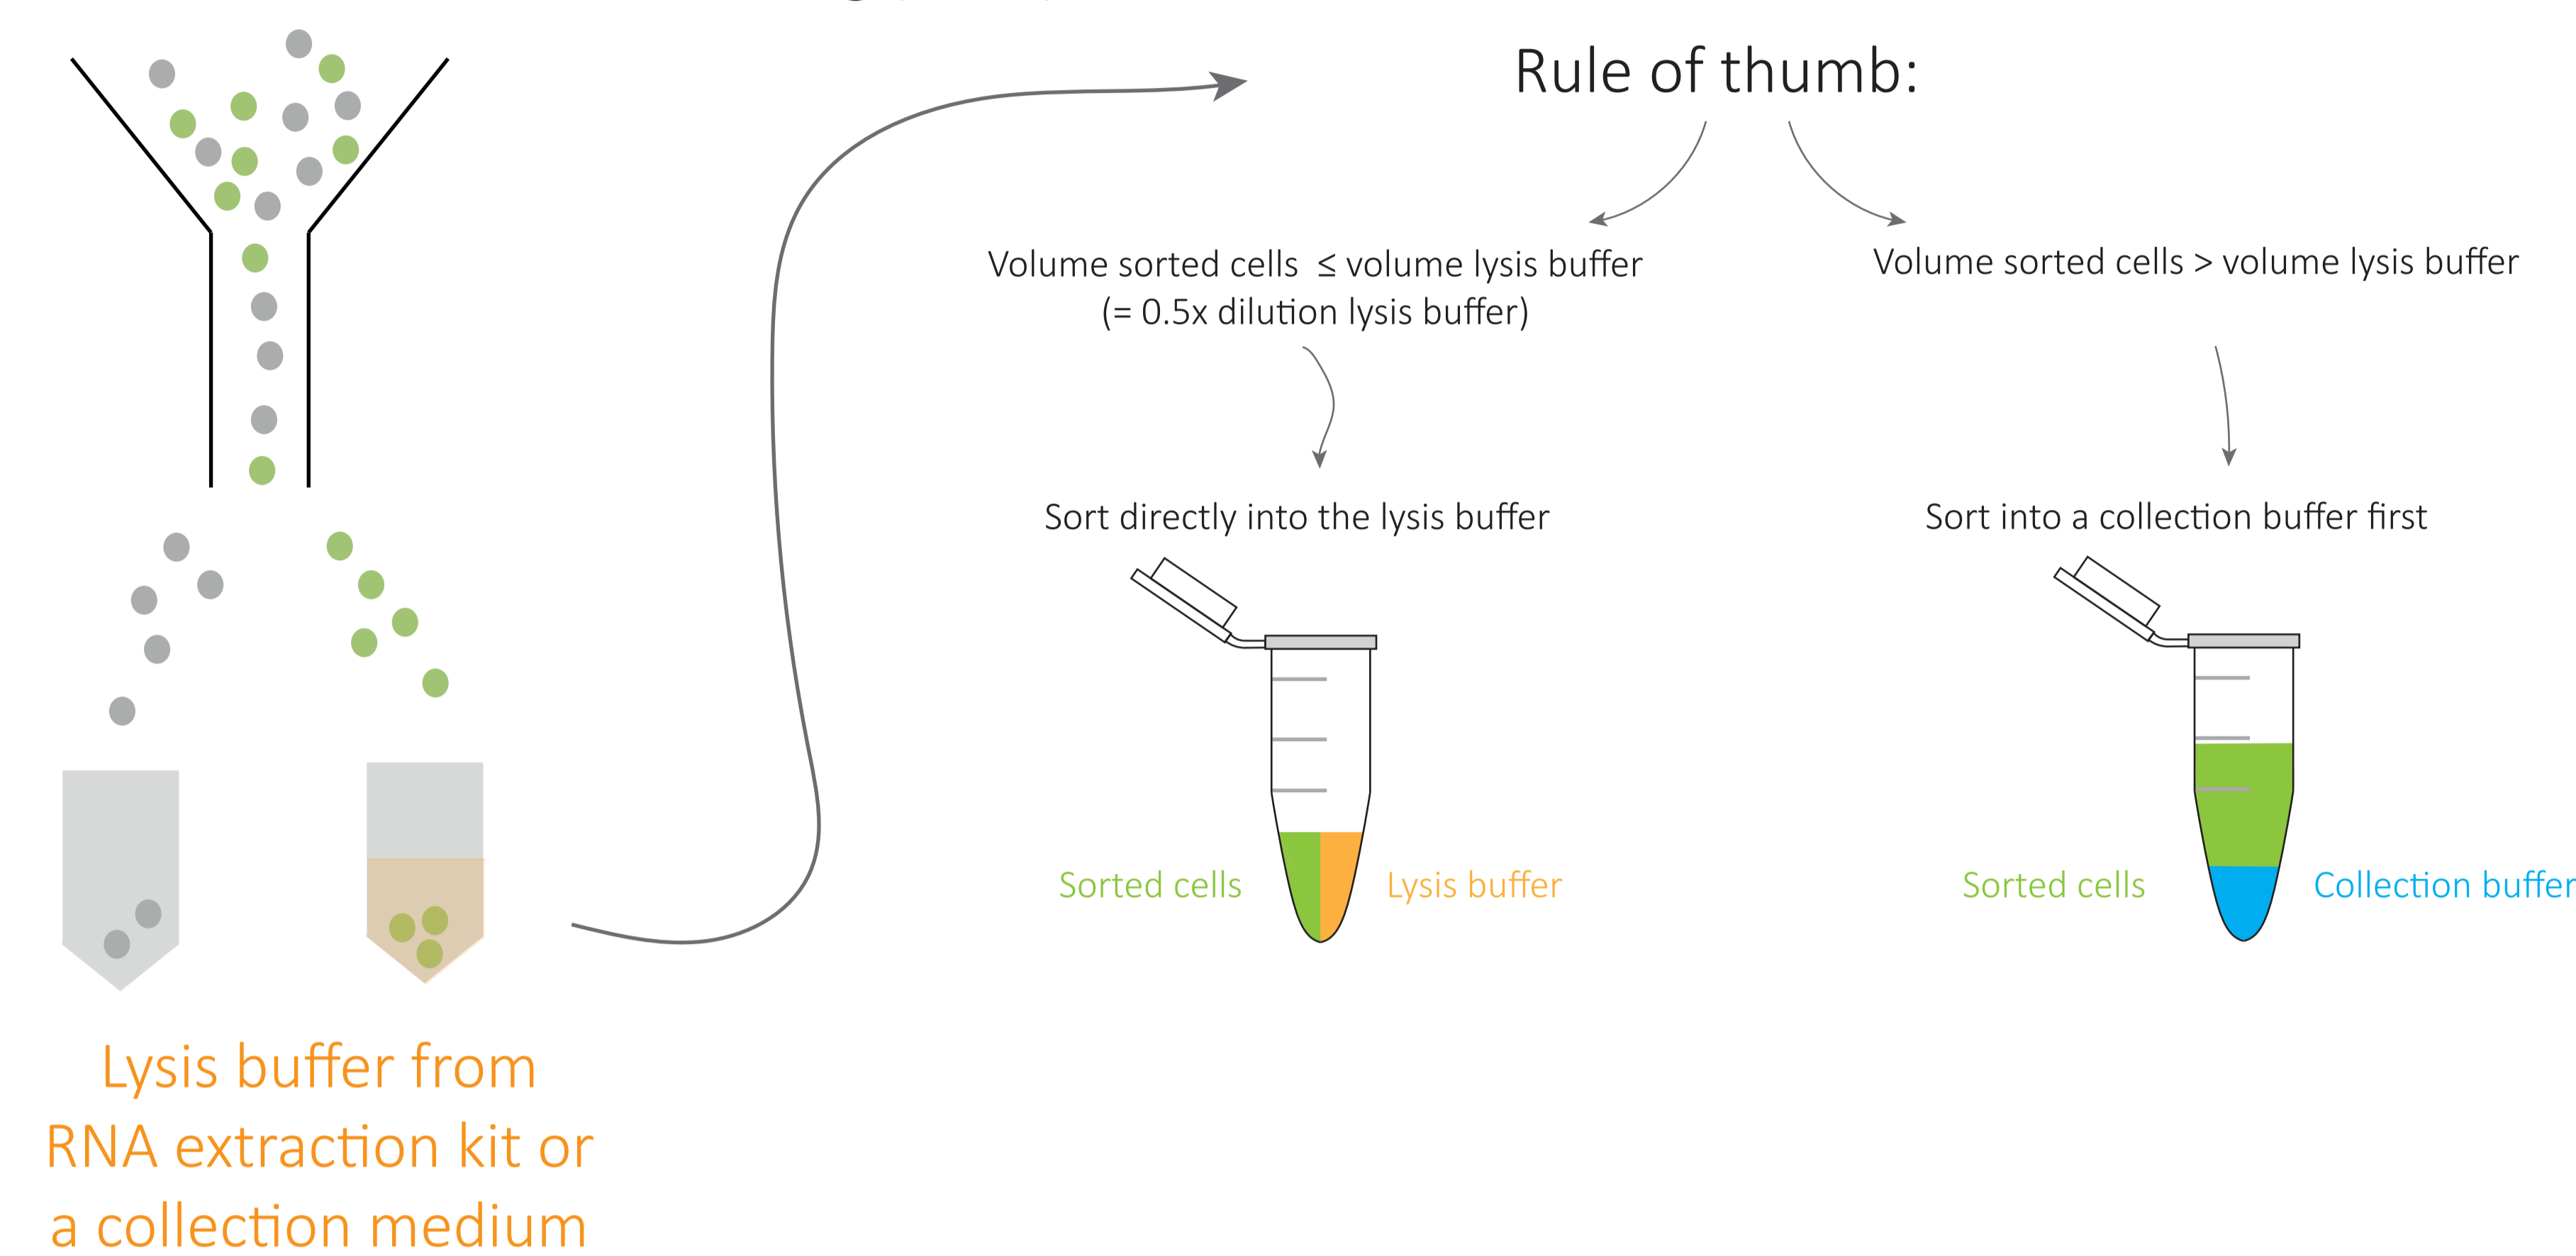

FAC Sorting of fluorescent cell population (*see page 3*)

- Guideliness to choose your collection medium: see step 2

3

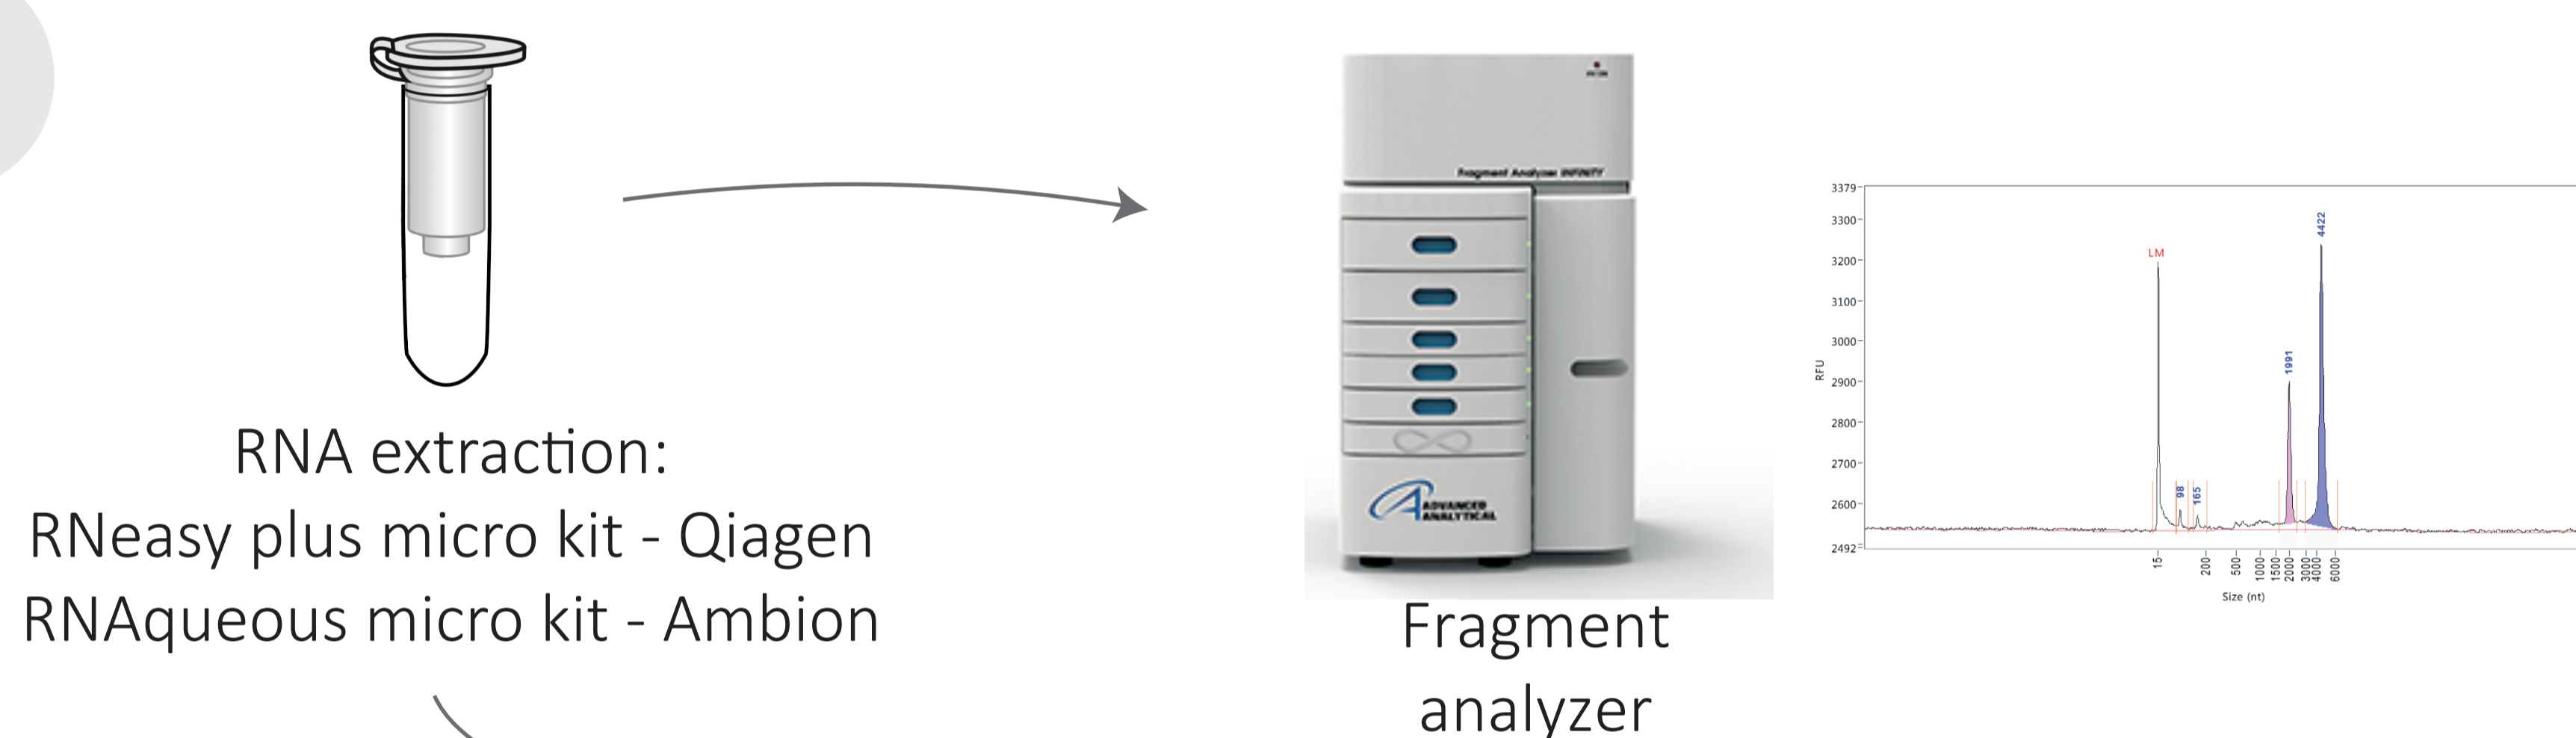

RNA isolation and quality control (*see page 4*)

- Rneasy plus micro kit: see step 3A
- RNAqueous micro kit: see step 3B
- quality control: see step 3C

4

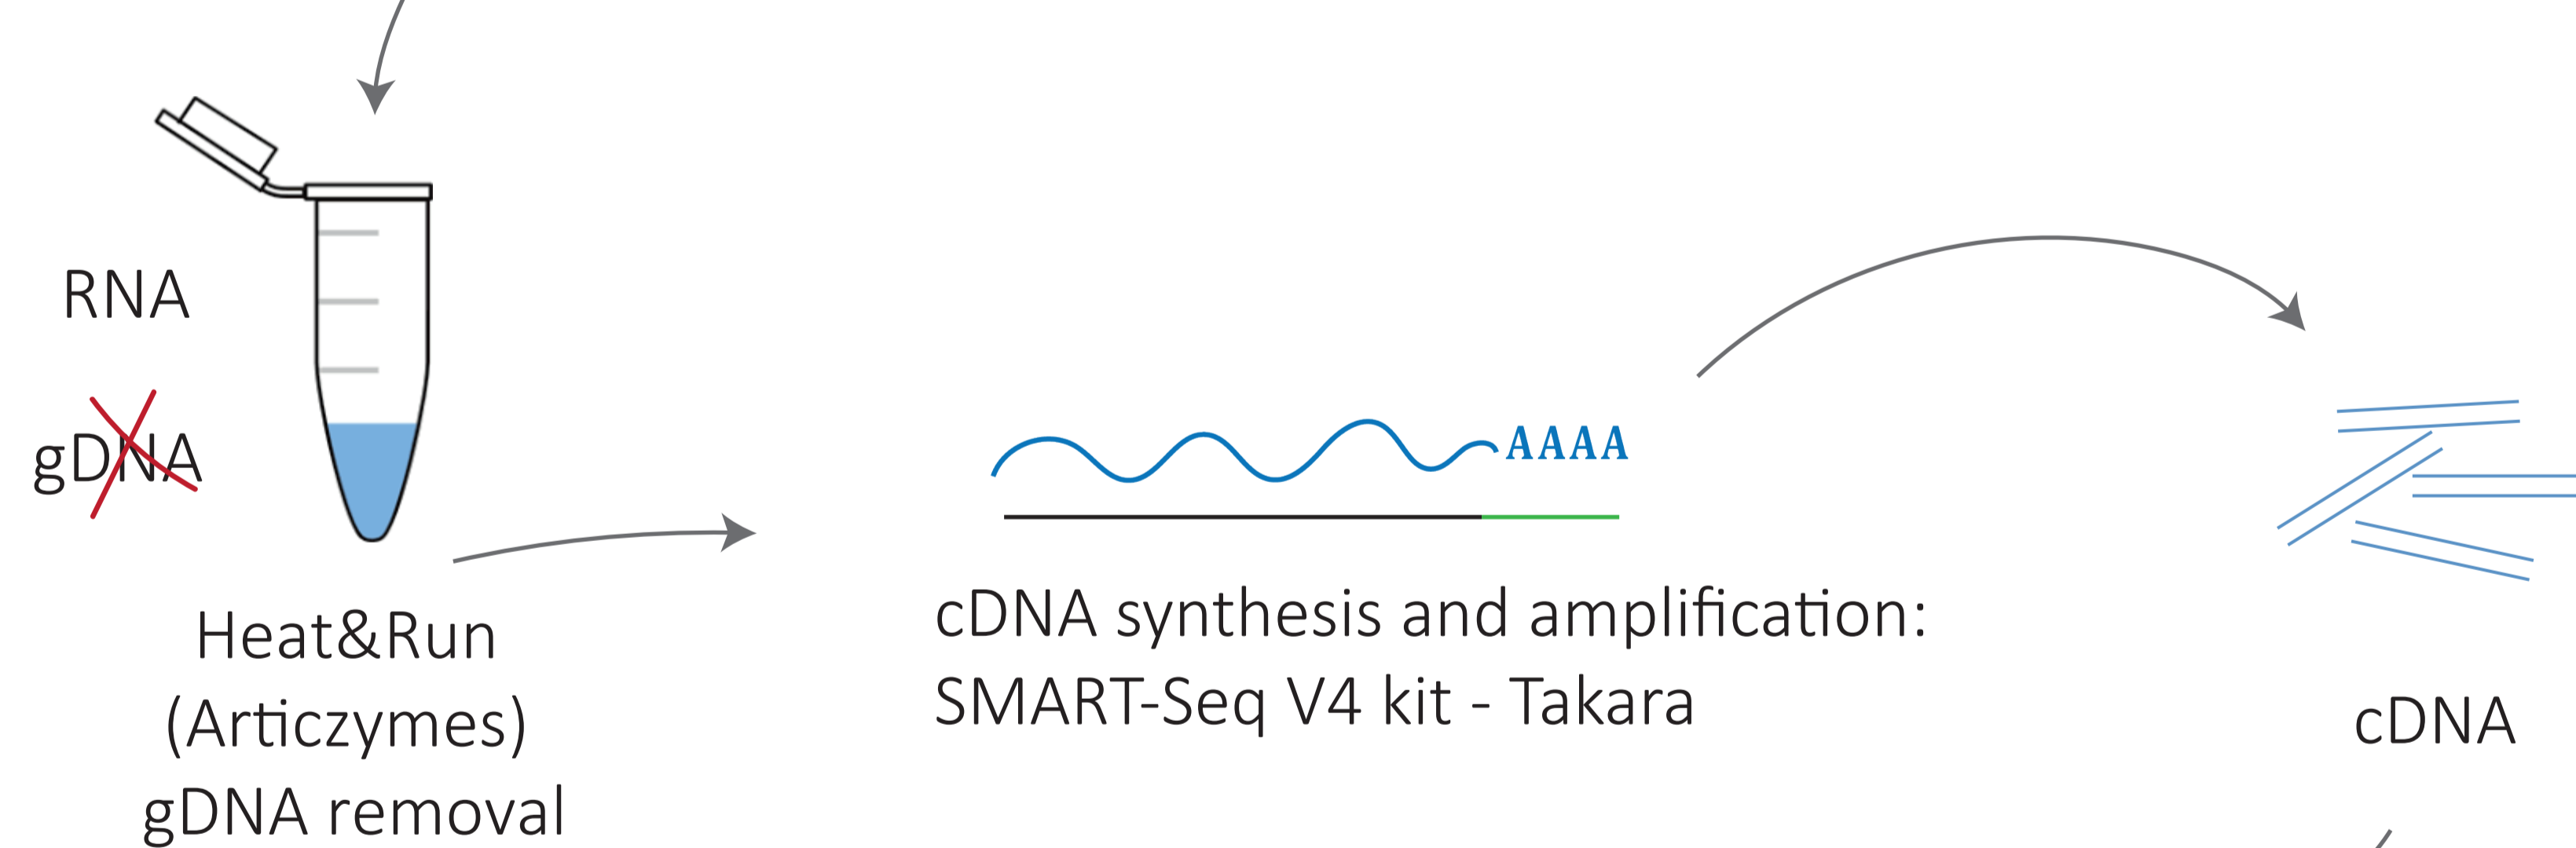

cDNA synthesis and amplification (*see page 6*)

- additional gDNA removal step: see step 4A
- SMART-seq V4 kit: see step 4B

5

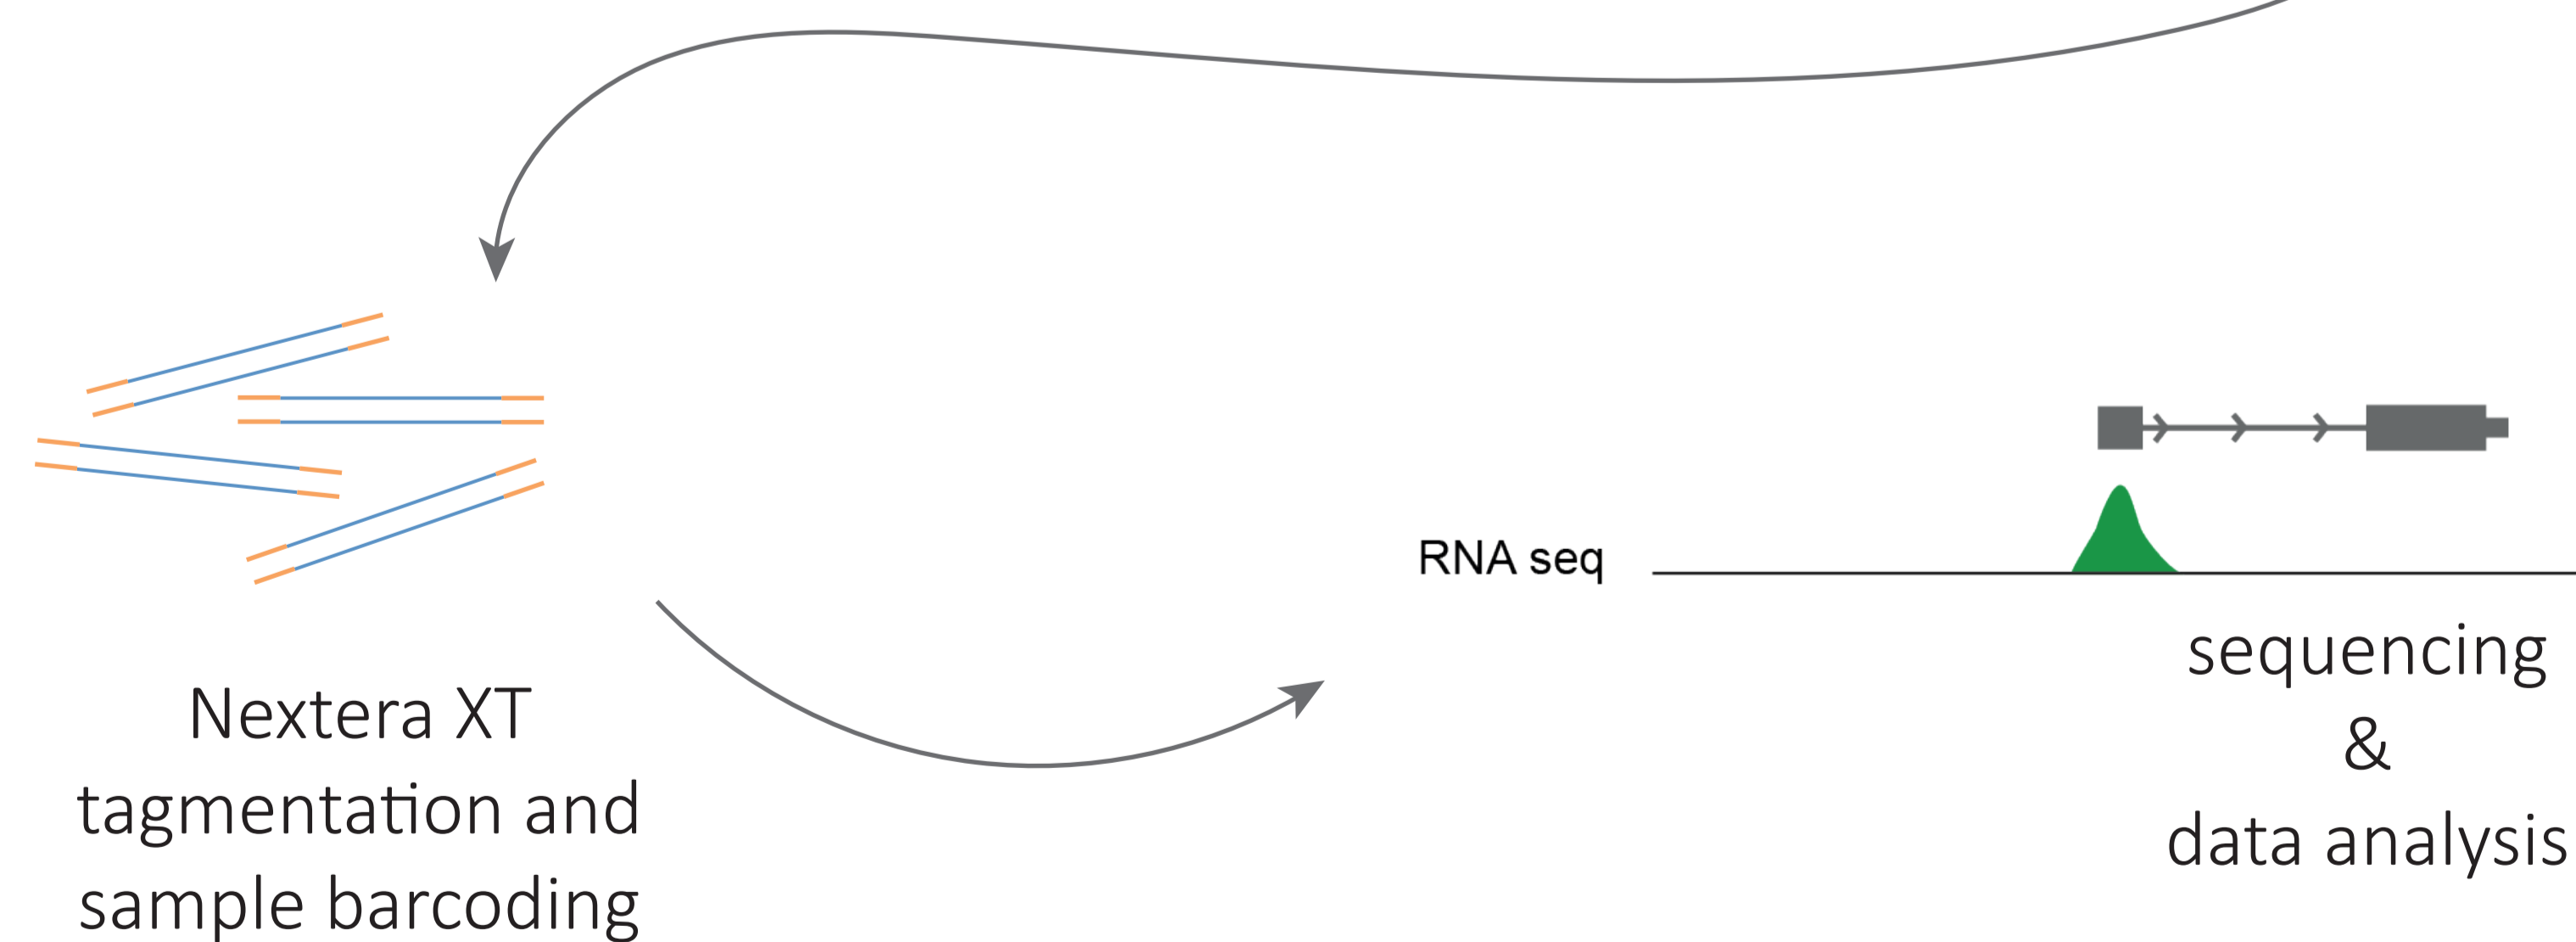

Library prep and sequencing (*see page 10*)

- Nextera XT: see step 5

# 1 ZEBRAFISH DISSOCIATION

## A) LARVAE

---

1. Make dissociation solution (0.25% Trypsine, 1 mM EDTA, 1x PBS) and preheat the solution to 28.5 °C prior use.
2. Collect 100–150 larvae and euthanize them (e.g. with an overdose of tricaine). Transfer them into a 35 mm culture dish.
3. Remove all tricaine and add 3 mL dissociation solution.
4. Incubate for roughly 90 min at 28.5 °C in an incubator. During incubation, pipet up and down with a 1 mL tip to dissociate the larvae. Repeat this every 15 min as this will accelerate the dissociation process.
5. Stop the dissociation reaction by adding  $\text{CaCl}_2$  to a final concentration of 1 mM and fetal calf serum (FCS) to a final concentration of 10%.
6. Transfer cells into a 15 ml tube and centrifuge for 5 min at 800 x g.
7. Rinse the cells in 1 ml of 1x PBS and centrifuge again for 3 min at 800 x g.
8. Resuspend the cells in 1.5 mL of resuspension solution (Leibovitz's L-15 medium + L-Glutamine without Phenol Red, FCS 10%, 0.8 mM  $\text{CaCl}_2$ ).
9. Filter the cells 1x through a 70  $\mu\text{m}$  cell strainer, 2x through a 40  $\mu\text{m}$  cell strainer and then transfer the cells into a FACS tube.
10. Put the cells on ice and proceed to FACS sorting immediately.

## B) ADULT

---

1. Euthanize the fish e.g. by an overdose of tricaine.
2. Put the fish in a petri dish. Add 1-2 mL of 0.9 x PBS, 5% FCS. Disaggregate the fish manually by macerating it with the use of a scalpel or a razor blade as much as possible.
3. Cut a piece from the end of a 1000  $\mu\text{l}$  tip to enlarge the tip and pipet the cell suspension up and down to disaggregate the cells even more. Repeat this with a smaller tip opening. Reduce the tip opening stepwise.
4. When applicable, instead of cutting the whole fish, dissect out the tissue/tumor of interest, before disaggregating it manually.
5. Filter the cells 1x through a 70  $\mu\text{m}$  cell strainer, 2x through a 40  $\mu\text{m}$  cell strainer and transfer the cells to a FACS tube.

6. Put the cells on ice and proceed to FACS sorting immediately.

## 2 FLUORESCENCE ACTIVATED CELL SORTING

The volume of the collected cells determines if it is beneficial for RNA yield and quality to sort directly into the lysis buffer of the RNA isolation kit or to sort into a collection medium.

Although sorting directly into the lysis buffer will lyse the cells immediately and protect the RNA, when diluting the lysis buffer too much, it will lose its lysis potential.

Determine the cell volume after sorting your desired cell count and choose the buffer to collect your cells after sorting based on this volume. Following table may serve as a guideline:

|                            | Cell volume | Buffer used to collect sorted cells                   |
|----------------------------|-------------|-------------------------------------------------------|
| RNeasy plus micro (Qiagen) | < 350       | 350 µl lysis buffer (buffer RLT + β mercapto-ethanol) |
|                            | 350 - 700   | 700 µl lysis buffer (buffer RLT + β mercapto-ethanol) |
|                            | > 700       | A collection buffer                                   |
| RNAqueous micro (Ambion)   | < 100       | 100 µl lysis buffer                                   |
|                            | 100 – 200   | 200 µl lysis buffer                                   |
|                            | >200        | A collection buffer                                   |

### Sorting into the lysis buffer of the RNA isolation kit:

- Add lysis buffer in the tube used to collect the sorted cells.  
Rneasy plus micro kit: 350 µl buffer RLT + 3.5 µl β mercapto-ethanol (or more, see table).  
RNAqueous micro kit: 100 µl lysis buffer (or more, see table).
- Sort the cells.
- Invert the tube a couple times after sorting to make sure that all cells are collected into the lysis buffer.
- Place the sample on ice and proceed with step one of the RNA isolation procedure.
- If desired, the lysate can be stored bij -80 °C until RNA isolation is performed.

### Sorting into a collection buffer:

- Used collection buffer: Leibovitz's L-15 medium + L-Glutamine without Phenol Red, FCS 10%, 0.8 mM CaCl<sub>2</sub> or 0.9x PBS, 5% FCS.
- Pellet cells after sorting (5 min 800 x g, or 10 min 800 x g when cell volume > 10 ml).
- Discard supernatant.
- Add lysis buffer.  
Rneasy plus micro kit: 350 µl buffer RLT + 3.5 µl β mercapto-ethanol.  
RNAqueous micro kit: 100 µl lysis buffer.
- Proceed to step 1 of the RNA isolation procedure.

## 3 RNA ISOLATION

See manual of the RNA isolation kit for detailed protocol.

### A) RNEASY PLUS MICRO KIT

---

It is recommended to add  $\beta$ -mercapto ethanol to buffer RLT (lysis buffer) as described in the manual (10  $\mu$ l  $\beta$ -mercapto ethanol for 1 ml buffer RLT).

For detailed version of the protocol: see manual.

Short version:

1. Transfer the lysate to a gDNA Eliminator spin column placed in a 2 ml collection tube (supplied). Centrifuge 30 s at 10 000 x g.  
Discard the column, and **save the flow-through**.
2. Add 1 volume (usually 350  $\mu$ l) of 70% ethanol to the flow-through and mix well by pipetting. Do not centrifuge.
3. Transfer the sample, including any precipitate, to a RNeasy MinElute spin column (stored at 4 °C) placed in a 2 ml collection tube. Centrifuge for 15 s at 10 000 x g. Discard the flow-through.
4. Add 700  $\mu$ l Buffer RW1 to the RNeasy MinElute spin column. Centrifuge for 15 s at 10 000 x g. Discard the flow-through.
5. Add 500  $\mu$ l Buffer RPE to the RNeasy MinElute spin column. Centrifuge for 15 s at 10 000 x g. Discard the flow-through.
6. Add 500  $\mu$ l of 80% ethanol to the RNeasy MinElute spin column. Centrifuge for 2 min at 10 000 x g to wash the spin column membrane.  
Discard the collection tube with the flow-through.
7. Place the RNeasy MinElute spin column in a new 2 ml collection tube. Open the lid of the spin column and centrifuge at full speed for 5 min to dry the membrane.  
Discard the collection tube with the flow-through.
8. Place the RNeasy MinElute spin column in a new 1.5 ml tube (not supplied).  
Add 14  $\mu$ l RNase-free water directly to the center of the spin column membrane.  
Close the lid gently and centrifuge for 1 min at full speed to elute the RNA.
9. Store at -80 °C

### B) RNA ISOLATION: RNAQUEOUS MICRO KIT

---

For detailed version of the protocol: see manual.

Short version:

### *I. Preparation of materials*

1. Warm Wash Solution 2/3 to room temperature.
2. Heat an aliquot of 'Elution Solution' in a heat block set to 75 °C → ± 50 µL of Elution Solution per sample

### *II. RNA isolation procedure*

3. For a standard prep of 100 µl of lysate, add 50 µl of 100% ethanol, and vortex briefly but thoroughly.
4. Load the lysate/ethanol mixture (up to 150 µl) onto a Micro Filter Cartridge Assembly.
5. Centrifuge for 10 s at maximum speed to pass the solution through the filter.
6. Add 180 µl of Wash Solution 1 to the filter.
7. Centrifuge for ~10 s to pass the solution through the filter.
8. Add 180 µl of Wash Solution 2/3 (working solution mixed with ethanol) to the filter.
9. Centrifuge for ~10 s to pass the solution through the filter.
10. Repeat with a second 180 µl aliquot of Wash Solution 2/3.
11. Pour out the flow-through.
12. Replace the Micro Filter Cartridge into the same Collection Tube, and centrifuge at maximum speed for 1 min to remove residual fluid and dry the filter.
13. Transfer the Micro Filter Cartridge into a new 1.5 ml RNase-free tube.
14. Apply 10 µl of Elution Solution, preheated to 75 °C, to the center of the filter.
15. Store the assembly for 1 min at room temperature.
16. Centrifuge the assembly for ~30 s to elute the RNA from the filter.
17. Repeat with a second 10 µl aliquot of preheated Elution Solution, collecting the eluate in the same Micro Elution Tube.

### *III. DNase I treatment and DNase inactivation*

18. Set temperature of the heatblock at 37 °C.
19. Add 2 µl 10x DNase I Buffer (1/10 volume) and 1 µl of DNase I to the sample and mix gently but thoroughly.
20. Incubate the DNase reaction 20 min at 37 °C.
21. Remove the DNase Inactivation Reagent from -20 °C and allow it to thaw at room temperature during this incubation.
22. Vortex the DNase Inactivation Reagent vigorously to completely resuspend the slurry.
23. Add 2.3 µl DNase Inactivation Reagent.
24. Store the reaction at room temperature for 2 min, vortexing once during this interval to disperse the DNase Inactivation Reagent.
25. Centrifuge 1.5 min at maximum speed to pellet the DNase Inactivation Reagent.
26. Transfer the RNA to a fresh RNase-free tube and store at -80 °C.

### **C) RNA QUALITY CHECK**

---

Determine the quality and the yield of the extracted RNA with the Fragment analyzer or a similar method. With this method, RQN values >7 can be obtained.

## 4 CDNA SYNTHESIS AND AMPLIFICATION

### A) ADDITIONAL gDNA REMOVAL STEP: HEAT&RUN

---

Prior to cDNA synthesis, an additional gDNA removal step is performed to completely remove contaminating gDNA.

- Mix sample with Heat&Run (ArticZymes) kit:
  - 8 - 50 µl RNA
  - 1/10th of RNA volume 10x Rxn buffer
  - 1 µl HL- dsDNase

- Incubate:
  - 10 min 37 °C
  - 5 min 58 °C

- Proceed immediately to cDNA synthesis as no additional purification is needed.

### B) SMART-SEQ V4 ULTRA LOW INPUT RNA KIT FOR SEQUENCING

---

#### I. First-Strand cDNA synthesis

1. Thaw the 5x Ultra Low First-Strand Buffer (red) **at room temperature**, the 10x lysis Buffer (no color) and RNase Inhibitor (white) **on ice**. Vortex each reagent and spin down briefly.
2. Prepare a stock solution of 10x Reaction Buffer as indicated (1 µl for each sample):
  - 9.5 µl 10x lysis Buffer (no color)
  - 0.5 µl RNase inhibitor (white)
  - 10 µl total volume
3. Mix briefly and spin down (*contains detergent => avoid bubbles when mixing!*)
4. First dilute the positive control: use same input as test samples.  
When diluting, at 1 µl RNase inhibitor per 50 µl.  
E.g. (1/100): 97 µl H<sub>2</sub>O, 2 µl RNase inhibitor and 1 µl control.
5. Prepare each sample in individual 0.2 ml RNase-free PCR tubes:

|                     | POSITIVE CONTROL | TEST SAMPLE |
|---------------------|------------------|-------------|
| 10X REACTION BUFFER | 1 µl             | 1 µl        |
| DILUTED CONTROL RNA | 0.5 µl           | /           |
| SAMPLE RNA          | /                | 1-9.5 µl    |
| NUCLEASE FREE WATER | 9 µl             | up to 8.5µl |
| TOTAL VOLUME        | 10.5 µl          | 10.5 µl     |

6. Place the samples on ice and add 2 µl of the 3' SMART-Seq CDS Primer IIA (blue) (total volume = 12.5 µl). Mix well by gently vortexing and then spin the tubes.
7. Incubate the tubes at 72 °C in a preheated, hot-lid thermal cycler for 3 min.
8. Prepare the Master Mix for all the samples (10% extra):
  - 4 µl 5x Ultra Low First-Strand Buffer (red)

1 µl SMART-Seq v4 Oligonucleotide (pink)  
0.5 µl RNase Inhibitor (white)

---

5.5 µl for each sample

9. After the incubation (3 min 72 °C), place the samples on ice for 2 min.
10. Preheat the thermal cycler to 42 °C.
11. Add 2 µl per reaction (plus 10%), of the SMARTScribe Reverse Transcriptase (purple) to the MasterMix (just prior to use). Mix the MasterMix well by vortexing and spin down.
12. Add 7.5 µl of MasterMix to each reaction tube. Mix by gently pipetting and spin down.
13. Place the tubes in a thermal cycler with a heated lid, preheated to 42 °C. Run the following program:
 

|       |         |
|-------|---------|
| 42 °C | 90 min  |
| 70 °C | 10 min  |
| 4 °C  | forever |

**PAUSE POINT:** The tubes can be stored overnight at 4 °C.

## II. cDNA amplification by LD PCR

1. Thaw all reagents needed for PCR on ice. Gently vortex each reagent and spin down.
2. Prepare enough PCR MasterMix for all reactions (plus 10%).
 

|                                       |
|---------------------------------------|
| 25 µl 2x SeqAmp PCR Buffer (no color) |
| 1 µl PCR Primer II A (green)          |
| 1 µl SeqAmp DNA Polymerase (no color) |
| 3 µl Nuclease -free water             |
| 30 µl Total volume per reaction       |
3. Mix the MasterMix by vortexing and spin down.
4. Add 30 µl of PCR MasterMix to each tube containing 20 µl of first-strand cDNA product. Mix well and briefly spin down.
5. Place the tubes in a preheated thermal cycler and run following program:

|          |        |       |
|----------|--------|-------|
| x cycli* | 1 min  | 95 °C |
|          | 10 s   | 98 °C |
|          | 30 s   | 65 °C |
|          | 10 min | 68 °C |
|          | 10 min | 72 °C |
|          | 1 min  | 4 °C  |

\*Number of cycli depends on amount of total RNA used for the first-strand cDNA synthesis:

|            |             |
|------------|-------------|
| for 10 ng  | 7-8 cycli   |
| for 1 ng   | 10-11 cycli |
| for 100 pg | 14-15 cycli |
| for 10 pg  | 17-18 cycli |

**PAUSE POINT:** The tubes can be stored overnight at 4 °C.

## III. Purification of Amplified cDNA using the Agencourt AMPure XP Kit

1. Bring bead aliquots to room temperature at least 30 min before use.

2. Add 1 µl of 10x lysis buffer (no color) to each PCR product.
3. Vortex AMPure xP beads and add 50 µl to each sample. Mix by vortexing or pipetting up and down at least 10 times to mix thoroughly.
4. Incubate at room temperature for 8 min to let the cDNA bind to the beads.
5. Spin the samples and place them on the magnetic separation device for 5 min or until the liquid appears completely clear and there are no beads left in the supernatant.
6. While samples are on the separation device, add 200 µl freshly made 80% ethanol to each sample without disturbing the beads.
7. Wait for 30 s and carefully pipette the supernatant containing contaminants and discard; cDNA will remain bound to the beads during the washing process.
8. Repeat the ethanol wash step once (6 and 7)
9. Briefly spin the samples and bring them back on the separation device for 30 s and remove the remaining ethanol.
10. Place the samples at room temperature for 2-2.5 min until the pellet is no longer shiny, but before a crack appears.
11. Once the beads are dry, add 17 µl of elution buffer to cover the bead pellet.
12. Remove the samples from the magnetic separation device and mix to resuspend the beads.
13. Incubate at room temperature for 2 min to rehydrate.
14. Briefly spin the samples and place them back on the magnetic separation device for 1 min or longer, until the solution is completely clear.
15. Transfer the clear supernatant containing purified cDNA from each well to a nuclease-free, low adhesion tube. Store at -20 °C.

**STOPPING POINT:** The tubes may be stored at -20 °C indefinitely.

#### *IV. Validation using the Agilent 2100 Bioanalyser*

1. Aliquot 1 µl of the amplified cDNA for validation using the Agilent 2100 Bioanalyser and Agilent's High Sensitivity DNA kit.
2. See user manual for instructions.
3. Compare results for your samples and controls to verify whether the sample is suitable for further processing. Successful cDNA synthesis and amplification should yield a distinct peak spanning 400 bp to 10 000 bp, peaked at 2500 bp for the positive control, yielding approximately 3.4-17 ng of cDNA.

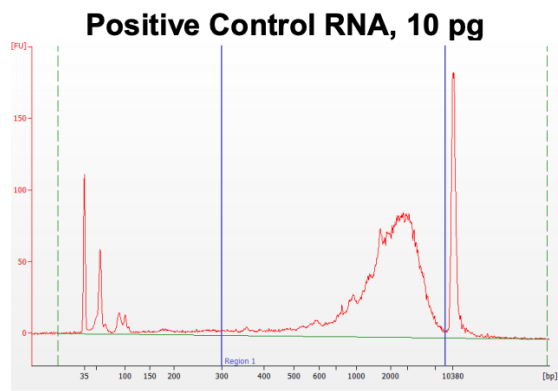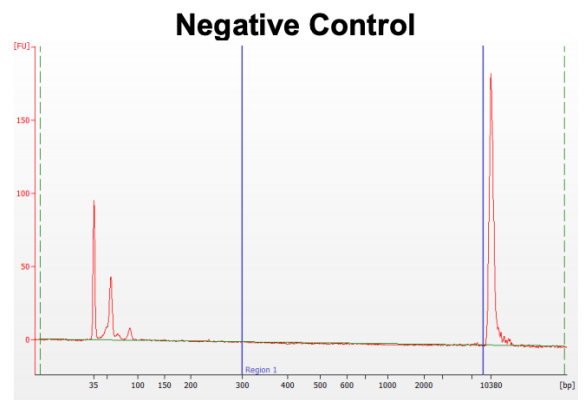

## 5 NEXTERA XT LIBRARY PREP (ILLUMINA)

See manual for detailed protocol.

Short version:

### *I. Tagment Genomic DNA*

1. Measure cDNA with Qubit high sensitivity kit.
2. Dilute cDNA to 0.2 ng/μl.
3. Add following volumes in PCR tube:
  - 10 μl TD
  - 5 μl diluted cDNA (= 1 ng)
  - 5 μl ATM
4. Pipet to mix.
5. Centrifuge 280 x g, 1 min.
6. Place samples in thermal cycler (choose preheat lit option), **immediately proceed to step 7 when sample reaches 10 °C**:
  - 55 °C, 5 min
  - hold at 10 °C
7. Add 5μl NT, pipette to mix.
8. Centrifuge at 280 x g at 20 °C.
9. Incubate at room temperature for 5 min.

### *II. Amplify Libraries*

1. Thaw indexes at room temperature for 20 min.
2. Thaw NPM on ice for 20 min.
3. Add 5 μl of index 1 (i7) adaptor (Nxxx).
4. Add 5 μl of index 2 (i5) adaptor (Sxxx).  
! make sure samples have different index combinations!
5. Add 15 μl NPM.
6. Centrifuge 280 x g 1 min.
7. Place in thermal cycler (choose preheat option)
  - 72 °C 3 min
  - 95 °C 30 s
  - 12 cycles of:
    - 95 °C 10 s
    - 55 °C 30 s
    - 72 °C 30 s
  - 72 °C 5 min
  - hold 10 °C

### *III. Clean up libraries*

1. Let AMPure XP beads stand on the benchtop for 30 min to bring to room temperature.
2. Thaw RSB at roomtemperature.
3. Prepare fresh 80% EtOH.
4. Centrifuge 280 x g 1 min.
5. Add 30 μl AMPure XP beads.

6. Shake at 1800 RPM for 2 min.
7. Incubate at room temperature for 5 min.
8. Place on magnetic stand and wait until the liquid is clear (+/- 2 min).
9. Remove and discard supernatant.
10. Wash 2 times as follows:
  - add 200 µl fresh 80% EtOH
  - incubate on magnetic stand
  - remove supernatant
11. Remove residual 80% EtOH.
12. Air dry on magnetic stand for 15 min.
13. Remove from magnetic stand.
14. Add 52,5 µl RSB to each well.
15. Shake at 1800 rpm for 2 min.
16. Place on magnetic stand and wait until liquid is clear.
17. Transfer 50 µl supernatant to new tube.

#### *IV. Check libraries*

1. Run 1 µl undiluted library on Agilent Technology 2100 bioanalyzer using a high sensitivity DNA chip.
2. Expected fragments: broad size distribution of 250 – 1500 bp.

#### *V. Quantify libraries and pool equimolar*

Use Kapa library quantification kit from Illumina.

How the deposited data were processed for this re-analysis (not part of the article)

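RNA sequencing data of 8 libraries from 6 RNA samples were used: sorted EGFP positive cells of run 1 (A_1 and Q_1), sorted cells of run 2 as technical replicates of 1 RNA per kit (A_2a, A_2b, Q_2a and Q_2b), and 1 whole embryo per kit (A_unsorted and Q_unsorted). Libraries were assigned to kit, run and sorting from the sample records and from Table 2 of the paper. The sample record of Q_1 gives a sample number of 2 in one field and of 1 in another, and it was taken as Q_1 because it is the RNeasy library of sorted cells without a technical replicate letter.

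The authors aligned the reads to GRCz10 with STAR version 2.4.2a in a 2-pass strategy, counted them on the Ensembl annotation of that build and deposited the counts per gene as STAR writes them, without normalization. Each deposited file holds whole-number counts in 3 columns, 1 that ignores the strand and 1 for each strand, for every gene of the annotation, together with the numbers of reads that were unmapped, on multiple loci, on no gene or ambiguous. STAR's count leaves out reads on multiple loci, so genes with near-identical copies are undercounted. The paper states DESeq2 version 1.20.0 for normalization and differential expression but gives no design, filter, transformation for the heatmap or pseudocount in the text searched. The column that ignores the strand was used, since the cDNA protocol keeps no strand, and the sum of the strand columns was an alternative.

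From these counts the following was computed. Shares of reads were taken of all reads of a library, with 95% Wilson intervals. Reads counted on genes ranged from 10763174 to 19537939 per library with a median of 16256352, intervals were within 0.0179 points, and the smallest share that the depth can show, 3 counts of a library's total, was between 0.154 and 0.279 CPM, counts scaled to a common library size. The reads carry no molecular identifiers, so intervals and floors cover counting error only. A gene was called detected with at least 1 count, with minimums of 2, 3, 5 and 10 counts and thinning of every library to 10763174 counts as alternatives. Distances, clustering and principal components used the rlog transformation of DESeq2 version 1.42.0, and correlations used log2 of the size-factor normalized counts with a pseudocount of 1. Tests across genes used the quasi-likelihood test of edgeR version 4.0.16 with TMM normalization, its default filter on low counts and Benjamini-Hochberg adjustment at 0.05, in R version 4.3.3. The biological coefficient of variation is the square root of edgeR's common dispersion. For pairs of libraries it was computed over genes with a mean of at least 10 CPM in the pair. Standard errors of log2 fold changes were obtained from the fold change and the F statistic. Figures and tables were made with Python version 3.11.15, numpy version 2.4.6, pandas version 2.3.3, scipy version 1.17.1 and matplotlib version 3.10.9.

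Technical replicates were summed per RNA for the tests. Sorted cells of run 2 were compared with whole embryos without a covariate. Runs were compared with kit as a covariate and kits with run as a covariate, over the 4 RNA samples of sorted cells. The replicate pairing of the alternative fits comes from the letters a and b of the technical replicates, and for sorted cells against whole embryos from the shared kit. Alternatives were DESeq2 in place of edgeR, size factors by relative log expression, other filters on low counts, libraries entered separately, thinning to equal depth, fits without the covariate, the addition of run 1, and leaving out each RNA sample in turn. For correlations and distances they were other transformations, pseudocounts and filters.

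The tests were tested on simulated data before use, with 200 genes changed 4-fold at the means and library sizes of the real samples. Every gene was given the same dispersion, and the errors were independent. In the real comparison of sorted cells with whole embryos, 11045 of 21377 genes passed. The rates below therefore need not hold for the real fits. For sorted cells against whole embryos edgeR recovered 83.0% of the changed genes among 21331 tested and 6.74% of its calls were false. For runs it recovered 55.5% among 19647 tested genes with 6.72% false calls, and for kits 51.5% among 19593 tested genes with 0.962% false calls. DESeq2 recovered 73.0%, 53.0% and 45.0% in the same order, with 12.0%, 10.2% and 3.23% false calls. A kit difference simulated in both runs gave a Spearman correlation over 19639 genes of 0.638 between the runs, and no difference gave 0.00274. The simulated difference changed every gene and was typically larger than the real one, whose median absolute log2 fold change was 0.267. The libraries were simulated independently, so the low value without a difference was fixed beforehand.

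Named genes were to be every gene the paper names, and those with the largest change in each direction among genes with an adjusted p-value under 0.05, a mean of at least 10 CPM and the same direction within each kit or pair. The gene table at hand listed 49597 genes, and none of the identifiers could be matched to it, so genes are given by their identifier, with 2 that rose and 2 that fell, and the genes that the paper names are not reported here. For the same reason, gene biotypes, the GO gene sets, lists of marker genes and checks of gene length or GC content were not used here. The RT-qPCR, RQN and genomic DNA measurements of the paper are not analysed here.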

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

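The tests of gene position beside genes on the other strand and of cycles with input volume were chosen only after the strand imbalance of run 1 was seen; the other tests in this part were set before their results were seen.

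The paper does not report on the counts by strand. The share of genes with at least 100 reads whose own strand held under 40% or over 60% of the reads was 5.68% in A_1 and 4.43% in Q_1, and between 0.610% and 1.04% in the 6 libraries of run 2. The cDNA protocol keeps no strand, and over all genes the own strand held 51.3% of the reads in A_1 and 51.0% in Q_1. Counting noise was tested first. Over 9271 genes the own-strand shares of A_1 and Q_1 had a Spearman correlation of 0.304, above the limit of 0.2 set for independent noise, whereas technical replicates of run 2 reached 0.108 and 0.0833. For reads of neighbouring genes on the other strand, which would recur with the same annotation, the shares of A_1 and A_2a correlated at 0.0622 and those of Q_1 and Q_2a at 0.0453. With so few imbalanced genes in run 2 and such low correlations of its technical replicates, this test could hardly have come out higher and decides nothing. Reads ambiguous between genes were also unequal in run 1, with 0.626 reads in A_1 and 0.686 in Q_1 on the own strand for each read on the opposite strand, against 0.965 to 0.986 in run 2. Counting noise does not account for the imbalance. The position of a gene is the same in both runs, so by itself it does not account for an imbalance that run 2 lacks. The whole embryo libraries of run 2 had the 11 amplification cycles and the 9.5 μl of input of run 1, yet the share of imbalanced genes was 0.969% in A_unsorted and 1.04% in Q_unsorted, and their ratios of ambiguous reads were 0.986 and 0.973. Cycle number and input volume by themselves therefore do not account for the imbalance. Another difference between the runs in library preparation or sequencing, alone or together with gene position, remains open, since both libraries of run 1 share the imbalance and no library crosses the runs. The design gives no condition that separates the runs, so no biological explanation was tested.

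The own-strand share of Q_2b, 49.8%, lay farther below the other sorted libraries of run 2 than Dixon's limit of 0.829 for 4 libraries allows. The other 3 were all at 49.9%. This was 1 such library among 20 group comparisons over 10 measures, which is the number that chance gives, and no explanation was tested.

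Several measures moved in opposite directions between the kits in different sets of samples, and these differences between sets were not tested. RNeasy minus RNAqueous in uniquely mapped reads was 1.32 points in run 1 and −4.32 points in whole embryos, a difference of 5.64 points. For reads on multiple loci it was −0.229 points in run 1, 0.177 in run 2 and 4.81 in whole embryos, so that run 1 differed by −0.406 from run 2 and by −5.04 from whole embryos. For uniquely mapped reads on no gene it was 0.844 in run 1 and −6.01 in whole embryos, a difference of 6.86 points. For ambiguous reads run 1 differed from run 2 by −1.26 points and run 2 from whole embryos by 0.415 points. For the share of counts on the gene with the most counts, run 1 differed from whole embryos by −0.450 points and run 2 by −1.03 points. For genes with strand imbalance, run 1 differed from whole embryos by −1.32 points. With unmapped reads left out, the kit difference in uniquely mapped reads was 0.311 points in run 1 and −5.26 points in whole embryos, so the share of unmapped reads does not account for the opposite directions. Each kit had 1 embryo and 1 library in run 1, and an embryo or sample that differs from the next for other reasons cannot be told apart from the kit. No biological explanation was tested.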

How the results depend on the processing

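The settings for the results, the alternatives and the genes to be named were fixed before the data were examined, apart from 13 filters and the Spearman coefficient for r, the minimum of 2 counts for detected genes, and the 2 sets of genes left out of the distances, which were all chosen after seeing the data.

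The number of genes that differed between sorted cells and whole embryos stayed within 1.5 times of 11045 under all 8 alternatives, from 8037 with run 1 added to 12612 with libraries entered separately. The 4 genes named passed the threshold in all 28 tests under 7 alternatives, with a largest adjusted p of 0.000131; the filter of at least 10 counts in every library removed them. Leaving out 1 RNA sample in turn leaves 1 sample on a side, so only fold changes were taken, without p-values. Of these 16 fold changes, 2 moved by more than their standard error and none changed sign.

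The numbers for runs and kits depended on the model. Between runs, DESeq2 gave 1006 genes, separate libraries 5218 and no kit covariate 1414, against 2149. Between kits, DESeq2 and the filter of at least 10 counts each gave 8 genes against 23, and the fit without the run covariate gave 0, with 175 genes at an unadjusted p under 0.05. The fits to run 2 alone gave 5378 genes without the replicate block and 5315 with it. Their residual is between technical replicates, and the biological coefficient of variation, as a fraction, was 0.102 and 0.116 in them against 0.318 in the model over both runs. Separate libraries over both runs gave 23 genes, with 2363 at an unadjusted p under 0.05 in place of 703. The smaller residual was not separated from the absence of run 1. In every alternative that tested both in the same samples, more genes differed between runs than between kits. DESeq2 tested 28113 genes in place of 19639, and the cause of its lower counts was not tested.

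The ratio of the distance between runs to that between kits stayed above 1, between 1.36 and 1.62, in all 6 alternatives. By kit and relative to the distance between A_1 and Q_1, it was 1.51 for RNAqueous and 0.933 for RNeasy; it moved to 1.65 and 0.858 for genes with at least 10 counts and to 1.29 and 0.972 with log2 of normalized counts, and to 1.42 for RNAqueous with the variance stabilizing transformation. RNeasy stayed below 1 and RNAqueous above it in each. In the same order of settings, the ratio of the kit distance to the technical distance moved from 1.37 to 1.72, 1.16 and 1.28, and that of the distance to whole embryos to the kit distance from 2.95 to 2.84, 2.23 and 2.61. The first principal component of run 2 held 85.0% on all genes and 94.0% on log2 counts, against 97.4%. For both runs it held 69.1% on all genes, 86.4% on log2 counts and 89.6% with the variance stabilizing transformation, against 91.3%. The cause of these moves was not tested.

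The correlations of kit differences kept their signs with the filter of at least 10 counts, at −0.199 between runs, −0.171 between run 1 and whole embryos, and 0.326 between run 2 and whole embryos. With unmapped reads left out, the kit difference in uniquely mapped reads was 0.311 in run 1, −5.26 in whole embryos and −0.136 in run 2, where its sign turned within the spread of the technical replicates.

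Pearson's r moved most with the genes and the scale. The values that follow are in the order technical replicates, sorted cells between kits, whole embryos, and sorted cells against whole embryos, with 0.980, 0.973, 0.967 and 0.864 as reported. At least 10 counts in every library gave 0.987, 0.965, 0.960 and 0.722. Counts without log gave 0.994, 0.958, 0.937 and 0.378, the rlog 0.998, 0.996, 0.995 and 0.965, and a pseudocount of 0.1 gave 0.945, 0.938, 0.931 and 0.834. The variance stabilizing transformation gave 0.988, 0.980 and 0.975 for the first 3, and thinning gave 0.965 and 0.856 for the last 2. Among the filters added after seeing the values, at least 1 count in every library gave 0.981, 0.968, 0.962 and 0.782, at least 2 counts 0.983, 0.968, 0.961 and 0.765, at least 3 counts 0.984, 0.967, 0.961 and 0.756, and at least 5 counts 0.985, 0.967, 0.961 and 0.740. Without a pseudocount, at least 1 count in every library gave 0.976, 0.963, 0.957 and 0.777, and in every library of both runs 0.977, 0.963, 0.957 and 0.764. At least 10 counts in any library gave 0.977, 0.965, 0.951 and 0.752, and in total 0.976, 0.965, 0.956 and 0.794. A mean of at least 10 counts gave 0.979, 0.963, 0.953 and 0.697, of at least 50 counts 0.986, 0.961, 0.951 and 0.573, and of at least 100 counts 0.988, 0.958, 0.949 and 0.510. Over 1 CPM in 2 libraries gave 0.980, 0.963, 0.955 and 0.686, and in every library 0.988, 0.964, 0.958 and 0.707. Spearman's coefficient gave 0.977, 0.970 and 0.970 for the first 3. Sorted cells against whole embryos had the lowest value in every setting. Technical replicates had the highest in every setting.

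Depth was tested by thinning for some of these results only. After thinning to equal depth, between 23239 and 25146 genes were detected per library. Of 40 alternative numbers of detected genes, most of them from minimums of counts, 0 were more than 1.5 times from the number reported. Thinning gave 1950 genes between runs and 20 between kits, against 2149 and 23. It lowered r of sorted cells against whole embryos from 0.864 to 0.856 and that of whole embryos from 0.967 to 0.965. The number of genes between sorted cells and whole embryos was not recomputed with thinning. Replication limits these results too, since each combination of kit, run and sorting held 1 RNA sample. No marker lists were tested, because no gene identifier could be paired with a name, and groups were too small for other splits of the samples.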

Differences from the paper's values

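The text of the paper states a difference under 0.5% between technical replicates in uniquely mapped reads, and the RNAqueous technical replicates differed by 1.70 points. Its Table 3 lists the same shares as found here, 85.99% for A_2a and 84.29% for A_2b, so its text and table differ. Of the alternatives set before the data were examined, the share among mapped reads only, with 0.0343 points, fell within the paper's limit. That share was 92.8% in A_2a and 92.7% in A_2b, far above the shares that the paper gives. It therefore does not account for the statement in the paper's text.

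For the whole embryo libraries the paper's r is 0.96, and r was 0.967 here. A gap is called closed here, and for r in what follows, when the values differ by less than the SD among pairs of libraries, for which the whole embryo pair takes the 0.00185 of the sorted pairs between kits. Among the alternatives set before the data were examined, the filter of at least 10 counts in every library gave 0.960 and closed the gap, and the rlog, the variance stabilizing transformation, the pseudocount of 0.1, normalized counts without log, thinning and the sum of the strand columns did not. Filters of at least 2, 3 or 5 counts in every library, with 0.961 each, and of over 1 CPM in every library, with 0.958, also closed it, and were chosen after seeing the values. The paper rounds r more coarsely than this SD. Other filters chosen in this way also round to 0.96. At least 1 count in every library gave 0.962, and 0.957 without a pseudocount, also over both runs. At least 10 counts in total gave 0.956, and over 1 CPM in 2 libraries 0.9553. These cannot be ruled out by r of the whole embryos.

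For sorted samples against whole embryos the paper gives r below 0.74, and the mean here was 0.864. Of the alternatives set before the data were examined, the filter of at least 10 counts in every library, with 0.722, and normalized counts without log, with 0.378, fell within the paper's limit on average; the other 5 did not. The highest of the 8 pairs was 0.753 with the filter of at least 10 counts, above the limit, and 0.512 without log. Of 13 filters on low counts tried and chosen after seeing the values, those whose mean r fell below the paper's limit were a mean of at least 10, 50 or 100 counts with 0.697, 0.573 and 0.510, and over 1 CPM in 2 libraries or in every library with 0.686 and 0.707. With over 1 CPM in every library, chosen in this way too, the highest pair reached 0.742. At least 5 counts in every library, with 0.740 ± 0.0185, and at least 3 counts, with 0.756 ± 0.0164 (SD, n = 8 pairs), also chosen after seeing the values, stayed above the limit by less than their SD. At least 10 counts in any library, with 0.752 ± 0.0121, chosen in the same way, stayed above it by slightly more than its SD.

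The lowest r of a sorted library with a whole embryo is about 0.74 in Fig. 5c, read by eye, and the highest about 0.78 in Fig. 5c, against 0.857 and 0.872 here. None of the alternatives set before the data were examined closed either gap. Among the filters chosen after seeing the values, both gaps were closed by at least 2 counts in every library (0.747 and 0.787), at least 3 counts in every library (0.737 and 0.779), at least 10 counts in any library (0.739 and 0.769) and at least 1 count in every library of both runs without a pseudocount (0.748 and 0.783). The filter of at least 5 counts in every library, also chosen after seeing the values, closed the gap of the highest r with 0.767.

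The text of the paper gives the RNAqueous micro kit the higher share of uniquely mapped reads in run 1, whereas the counts give 88.2% for A_1 and 89.5% for Q_1, the values that its Table 3 lists. The paper states that the run had a larger effect than the kit. Relative to the distance between the kits in run 1, the distance between runs was 1.51 for RNAqueous and 0.933 for RNeasy. Only RNeasy departs from the paper. Its distances between runs, 72.1 and 75.2, were above the distances between kits in run 2, at most 62.2. Distances that cross both run and kit, 89.1 to 105, were above the 78.9 between the kits in run 1. Exchanged kit labels in run 1, a question left open below, would make these the distances between runs of the same kit. The legend of Fig. 5 pairs A_2a with Q_2b among the technical replicates, and here A_2a lay at 45.4 from A_2b, nearer than it lay to either Q_2a or Q_2b.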

Other observations

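The tests of exchanged kit labels in run 1 and of the shares in Table 4 were chosen only after the results were seen.

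The distance between runs exceeded that between kits by a ratio of 1.51. Differences in library size left it at 1.51 after thinning, a few abundant genes left it at 1.51 without the 100 genes with the most counts, and the strand imbalance of run 1 left it at 1.48 without the 806 genes concerned. None of these brought the ratio to 1. The test without the 100 genes was weak, since the rlog distances cover 29185 genes. It changed the mean distance between runs from 96.3 to 96.0 and that between kits from 63.8 to 63.7. A larger share of cells other than EGFP positive cells among the sorted cells of run 1 was tested by whether run 1 differs from run 2 in the direction of whole embryos, in pairs that share no library. The Spearman correlation over 21081 genes was 0.156 for the RNAqueous run difference and 0.216 for the RNeasy run difference, on either side of the limit of 0.2 set for it, and 0.249 and 0.347 for genes with at least 10 counts in every library. These values are consistent with such cells, but whole embryos and run 1 also share 11 amplification cycles against 13 in the sorted cells of run 2, so by judgement the test is taken as undecided. The difference between runs cannot be told apart from a difference in cell composition, in amplification or in sequencing. The note to Table 2 of the paper places all sorted samples in the same pool of zebrafish. If so, a difference in cell composition would have arisen after pooling, and the sorted RNA samples share their fish.

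A_1 lay farther from run 2 than Q_1 did, and its mean distance to the other sorted libraries was 104, the highest of the 6. This was within Dixon's limit (0.612 against 0.625). The mean of every other library includes its distance to A_1, so the 6 values are not independent. Dixon's test therefore does not decide whether A_1 stands apart. A_1 also had the lowest RNA and cDNA concentrations. If few RNA molecules had been sampled, the excess would shrink among abundant genes, but the ratio of the median absolute log2 difference between A_1 and A_2 to that between Q_1 and Q_2 was 2.62 among the 5270 genes with the highest abundance and 1.20 among the 5271 with the lowest. After thinning, A_1 was still 1.65 times as far from its kit's libraries of run 2 as Q_1. The difference between A_1 and Q_1 correlated at 0.0265 with that between whole embryos and sorted cells, which goes against more unsorted cell types in A_1. The larger distance of A_1 is explained by none of these 3 tests, and with 1 library the kit, the sorted portion and the amplification remain together as candidates.

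A kit difference that belongs to the kit would recur in samples that share no library. Over genes, the kit difference of run 1 and that of run 2 had a Spearman correlation of −0.112, and that of run 2 and of whole embryos one of 0.243. The limit of 0.1 set for noise bounds positive values only, so it does not show that −0.112 is noise. The simulated value without a kit difference was 0.00274, but it came from independent simulated libraries. It does not show what real libraries without a kit difference would give. The sign was opposite between the runs. A candidate explanation is a single axis of variation along which A_1, Q_1 and run 2 lie in order; given the run difference, the partial correlation of the kit differences rose to 0.0275. The axis was proposed after A_1 was seen to lie farther from run 2, and the run difference is computed from the same libraries as both kit differences, so this test leaves the explanation undecided. A second one is that the libraries of run 1 carry each other's kit label. The kit difference of run 1 correlated with that of whole embryos at −0.111, as exchanged labels would give, but given the run difference this was −0.0569, and the test was written with the values known, so it leaves the question open. Over all genes the kit difference did not recur in the same direction in both runs, whereas the model with run and kit gave 23 genes between kits. Between the sorted cells of run 2 and the whole embryos, which were in the same run, it did recur. The correlation there was 0.243 and, given the run difference, 0.192, both above the limit of 0.1.

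Table 4 lists shares by biotype that the paper describes as shares of reads. The paper's nonzero percents in the run 1 columns were multiplied by the number of genes with at least 2 counts, 22143 in A_1 and 21369 in Q_1, and 16 of 16 gave a whole number of genes within the rounding of the table, where 3.48 would by chance. In the run 2 columns 9 of 42 did, where 9.72 would by chance, and the paper's smallest nonzero percent there, 0.002, is less than the 0.00410% that 1 gene makes of the largest set. The run 1 columns may therefore be shares of detected genes and the run 2 columns of something else, such as reads, in which case the columns of the runs do not compare. The minimum of 2 counts was picked because it matched totals in Fig. 4b, so part of the match in run 1 was fixed beforehand.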
